# Regulation of ammonium acquisition and use in *Oryza longistaminata* ramets under nitrogen source heterogeneity

**DOI:** 10.1093/plphys/kiac025

**Published:** 2022-02-04

**Authors:** Misato Kawai, Ryo Tabata, Miwa Ohashi, Haruno Honda, Takehiro Kamiya, Mikiko Kojima, Yumiko Takebayashi, Shunsuke Oishi, Satoru Okamoto, Takushi Hachiya, Hitoshi Sakakibara

## Abstract

*Oryza longistaminata*, a wild rice, vegetatively reproduces and forms a networked clonal colony consisting of ramets connected by rhizomes. Although water, nutrients, and other molecules can be transferred between ramets via the rhizomes, inter-ramet communication in response to spatially heterogeneous nitrogen availability is not well understood. We studied the response of ramet pairs to heterogeneous nitrogen availability using a split hydroponic system that allowed each ramet root to be exposed to different conditions. Ammonium uptake was compensatively enhanced in the sufficient-side root when roots of the ramet pairs were exposed to ammonium-sufficient and ammonium-deficient conditions. Comparative transcriptome analysis revealed that a gene regulatory network for effective ammonium assimilation and amino acid biosynthesis was activated in the sufficient-side roots. Allocation of absorbed nitrogen from the nitrogen-sufficient to the nitrogen-deficient ramets was rather limited. Nitrogen was preferentially used for newly growing axillary buds on the sufficient-side ramets. Biosynthesis of *trans*-zeatin (tZ), a cytokinin, was upregulated in response to the nitrogen supply, but tZ appeared not to target the compensatory regulation. Our results also implied that the *O. longistaminata* putative ortholog of rice (*Oryza sativa*) *C-terminally encoded peptide1* plays a role as a nitrogen-deficient signal in inter-ramet communication, providing compensatory upregulation of nitrogen assimilatory genes. These results provide insights into the molecular basis for efficient growth strategies of asexually proliferating plants growing in areas where the distribution of ammonium ions is spatially heterogeneous.

## Introduction

*Oryza longistaminata* is a wild rice species that preferentially grows in wetlands and vegetatively reproduces through rhizome growth that can be so vigorous as to occupy an area completely (Vaughan, 1994). Rhizome growth is characterized by the underground horizontal outgrowth of axillary buds to form new rhizomes that expand into new territory (Yoshida et al., 2016; Fan et al., 2017; Kyozuka, 2017; Bessho-Uehara et al., 2018; Toriba et al., 2020; Shibasaki et al., 2021). Rhizome tips developmentally transform into photosynthetic above-ground organs by growing into a new plantlet called a ramet. Continuous rhizome growth and subsequent transformation form a networked clonal colony. In addition to *O. longistaminata*, many other plant species vegetatively reproduce through rhizome growth, such as *Phyllostachys edulis* (Moso bamboo) and *Zoysia matrella* (Manila grass; Guo et al., 2021), and show vigorous fertility. Since ramets are connected via rhizomes, water, nutrients, and other molecules can be transferred between ramets (De Kroon et al., 1998). Therefore, the growth and metabolism of a ramet are not totally independent of the neighboring ramets but have some influence on each other via the rhizomes.

Nitrogen is one of the most limiting macronutrients for plants, so nitrogen acquisition and use efficiency significantly affect plant growth and development. In submerged and reductive soil conditions where wetland rice grows, plants mainly use ammonium ions as the inorganic nitrogen source (Yoshida, 1981). In rice (*Oryza sativa*), ammonium ions in the soil are taken up by ammonium transporters (AMTs; Sonoda et al., 2003; Suenaga et al., 2003; Yuan et al., 2007; Li et al., 2016; Jia and von Wirén, 2020; Lee et al., 2020a; Konishi and Ma, 2021), and then are initially assimilated into glutamine and glutamate by the glutamine synthetase (GS)/glutamate synthetase (GOGAT) cycle (Lea and Miflin, 1974). The cycle is mainly composed of cytosolic GS and plastidic NADH-GOGAT isoforms in the root (Ishiyama et al., 2004; Tabuchi et al., 2005, 2007; Funayama et al., 2013; Yamaya and Kusano, 2014; Ji et al., 2019; Lee et al., 2020b). Several amino acids are synthesized by amino-transfer reactions from glutamine and glutamate to organic acids derived from glycolysis, the tricarboxylic acid cycle, and the pentose phosphate pathway. Previous studies using *O. sativa*, Arabidopsis (*Arabidopsis thaliana*), and tobacco (*Nicotiana tabacum*) revealed a wide and versatile regulatory network of gene expression in response to nitrogen (nitrate or ammonium) nutrition, including genes for the processes of uptake, assimilation, amino acid synthesis, carbon skeleton supply, and hormone signaling (Scheible et al., 1997, 2004; Wang et al., 2004; Sakakibara et al., 2006; Chandran et al., 2016; Yang et al., 2017; Sun et al., 2020).

Plants optimize their growth and development according to the amount of available nitrogen, and signaling molecules, including phytohormones and peptide hormones, play a key role in this regulation (Nishida and Suzaki, 2018; Ruffel, 2018; Sakakibara, 2021; Wheeldon and Bennett, 2021). Cytokinin, especially *trans*-zeatin (tZ), promotes nitrogen-responsive shoot growth via modulating shoot meristem activity (Kiba et al., 2013; Davière and Achard, 2017; Kang et al., 2017; Osugi et al., 2017; Landrein et al., 2018). An abundant nitrate supply promotes *de novo* tZ biosynthesis via the upregulation of *ADENOSINE PHOSPHATE-ISOPENTENYLTRANSFERASE3* (*IPT3*) and *CYP735A2* in Arabidopsis (Takei et al., 2004; Maeda et al., 2018; Naulin et al., 2019; Sakakibara, 2021). In *O. sativa*, a glutamine-related signal stimulates *OsIPT4* and *OsIPT5* expression that are involved in axillary bud outgrowth from shoots (Kamada-Nobusada et al., 2013; Ohashi et al., 2017). In *O. longistaminata*, the outgrowth of rhizome axillary buds in response to nitrogen nutrition is regulated by a similar process to that of the axillary shoot bud in *O. sativa*, despite differences in the physiological roles of these organs (Shibasaki et al., 2021). In contrast, strigolactone is involved in the nutrient-responsive suppression of shoot axillary bud outgrowth (Gomez-Roldan et al., 2008; Umehara et al., 2008; Minakuchi et al., 2010; Umehara et al., 2010). Strigolactone biosynthetic genes are known to be upregulated in the roots of *O. sativa* and maize (*Zea mays*) under nitrogen-deficient (Sun et al., 2014; Xu et al., 2015; Ravazzolo et al., 2019, 2021; Bellegarde and Sakakibara, 2021) and phosphorus-deficient (Umehara et al., 2010) conditions.

It is essential for plants to efficiently acquire nutrients for optimal growth and development even though mineral nutrients are heterogeneously distributed in the soil. Recent studies using a split-root system in Arabidopsis showed that when part of the root system is subjected to nitrogen deficiency, C-TERMINALLY ENCODED PEPTIDE1 (CEP1), synthesized in the deficient root, is translocated to shoots via the xylem (Ohyama et al., 2008; Tabata et al., 2014). The perception of CEP1 by the CEP1 RECEPTOR (CEPR) in shoots triggers the expression of CEP DOWNSTREAM (CEPD) proteins that are translocated to the root system via the phloem, thereby promoting compensatory nitrogen uptake by inducing the expression of high-affinity nitrate transporters, including *NITRATE TRANSPORTER2.1* in the nitrate-ample side (Tabata et al., 2014; Okamoto et al., 2016; Ruffel and Gojon, 2017; Ota et al., 2020; Ohkubo et al., 2017, 2021). In rhizomatous plants, ramets connected by rhizomes are regarded as one individual; however, it remains unknown whether each ramet responds to nitrogen availability independently or compensatively when growing in areas where nitrogen distribution is spatially heterogeneous.

In this study, we characterized the response of *O. longistaminata* ramet pairs, connected by a rhizome, to spatially heterogeneous nitrogen conditions and found a compensatory gene regulatory network for effective acquisition and assimilation of ammonium ions in the ample-side ramet root. Cytokinin biosynthesis was upregulated in response to ammonium supply, but this increase appears to be independent of the compensatory regulation. Our results also imply that an *O. longistaminata* ortholog of the *OsCEP1* gene plays a role in inter-ramet communication. This study provides valuable hints for understanding the molecular basis of efficient growth strategies of vegetatively proliferating plants.

## Results

### Compensatory promotion of ammonium uptake in response to a spatially heterogeneous ammonium supply in *O. longistaminata* ramet pairs

To examine nitrogen-related inter-ramet communication via the rhizome, we established a split-hydroponic experimental system for *O. longistaminata* ramet pairs (Supplemental Figure S1). After preparing young ramet pairs of comparable growth stages that developed at adjacent rhizome nodes, we treated the roots of each ramet to different levels of nitrogen nutrition to mimic a condition of spatially heterogeneous nitrogen availability. We set up three conditions: (1) both ramet roots were exposed to 2.5-mM NH_4_Cl (+N); (2) one ramet root was exposed to 2.5-mM NH_4_Cl (+N split), and the other was exposed to 0-mM NH_4_Cl (−N split); (3) both ramet roots were exposed to 0-mM NH_4_Cl (−N) (Figure 1A; Supplemental Figure S1F). We compared the absorption activity of ammonium between the +N and +N split roots using ^15^N-labeled NH_4_Cl as the tracer. The results showed that the ammonium absorption activity was significantly increased by about 1.6-fold in the +N split ramets compared to the +N ramets (Figure 1B). Expression of the *ammonium transporter1;2* gene (*OlAMT1;2*) and *OlAMT1;3* genes, orthologs of *O. sativa AMT1;2* and *AMT1;3*, that encode ammonium-inducible AMTs, was approximately 1.8- and 3.6-fold higher in the roots of +N split than those of +N, respectively (Figure 1C). These results suggest that when *O. longistaminata* ramet pairs are exposed to ammonium ions that are spatially heterogeneous, uptake is compensatively enhanced in the ramet exposed to the ammonium-rich condition and is accompanied by an upregulation in *OlAMT1;2* and *OlAMT1;3* expression.

**Figure 1:**
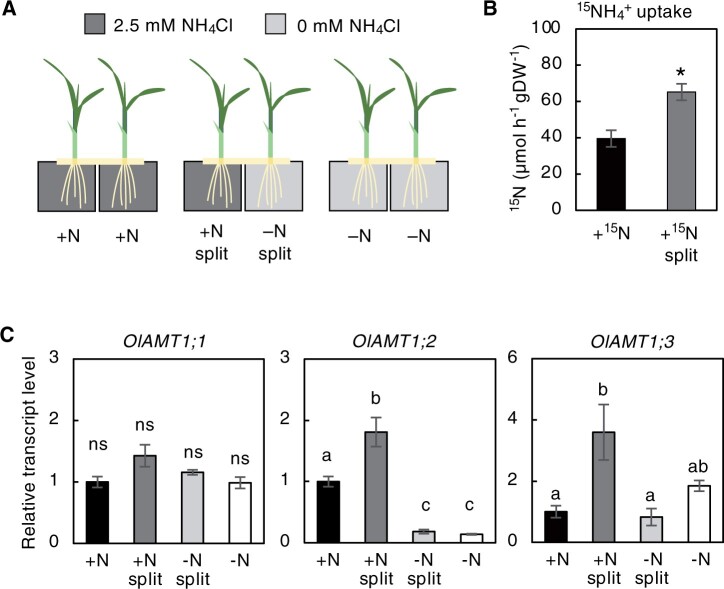
Compensatory upregulation of ammonium ion uptake in response to spatially heterogeneous nitrogen availability. A, A schematic representation of the split hydroponic experiment system in which the roots of a ramet pair were separately exposed to independent nitrogen conditions. Details of the experimental design are shown in Supplemental Figure S1. B, Compensatory uptake of ammonium ion in +N split roots compared to +N. Ammonium ion uptake activity was measured using ^15^${\text{NH}}_{4}^{+}$ as the tracer. Error bars represent SE of values for biological replicates (*n* = 3). *P < 0.05 (Student’s *t* test). C, Accumulation pattern of *OlAMT1;1*, *OlAMT1;2*, and *OlAMT1;3* transcripts in the roots of *O. longistaminata* ramet pairs after a 24-h split treatment. Transcript abundance, normalized to *OlTBC*, is expressed relative to that of +N, defined as 1. Error bars represent se of values for biological replicates (*n* = 3 or 4). Different lowercase letters at the top of each column denote statistically significant differences by Tukey’s honestly significant difference (HSD) test (*P* < 0.05). ns, not significant.

### Compensatory regulation of amino acid biosynthesis and related genes in response to a spatially heterogeneous ammonium supply

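Ramet pairs of *O. longistaminata*, a wild rice, are young plants that grow from adjacent nodes of a rhizome and stay connected by it. Root RNA of such pairs was sequenced from 4 groups with 3 libraries each. In the +N group both roots of a pair received 2.5 mM NH_4_Cl, and in the −N group both received 0 mM. In split pairs, the root on one side received 2.5 mM (+N split) and the root of its partner 0 mM (−N split). All roots were collected after 24 h. The labels of −N replicate 1 conflict, since its title and source name give −N while its treatment text describes the split treatment, and the title was followed. According to the methods, libraries were made from polyadenylated RNA and sequenced on an Illumina instrument, and the reads were mapped to the *O. longistaminata* genome with HISAT2 and counted per gene with featureCounts. Versions, the strand setting and the way read pairs were counted are not given in the sources used here, so reads of near-identical gene copies could be split or lost. The authors deposited the reads counted on each of 29335 gene models without normalization, and log2 CPM of the same counts. The counted reads per library ranged from 41936089 to 54706077 in +N (median 47594877), from 40481909 to 45706258 in +N split (median 44753126), from 40509615 to 42516387 in −N split (median 42376235) and from 39071838 to 56252511 in −N (median 44843840). The paper states 40-M reads and does not say whether this is for each library, and the values given here use the deposited counts. The chi-square statistic per gene between replicates of a group was 22.7 to 54.7, above the sampling noise in every pair, so no library was counted as a copy of another. Genes with low expression were removed with filterByExpr at its default setting, which left 25005 genes, and libraries were scaled by the trimmed mean of M values (TMM). All 12 libraries were fitted together with a mean for each group, which leaves 8 residual degrees of freedom. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p under 0.05. The methods name edgeR and the same filter, and the paper's text does not name the edgeR test or the libraries fitted together, a choice that changes the number of genes called. With 3 roots against 3, an exact permutation test of a single gene cannot give a p below 0.1, so the calls rest on the spread shared across genes.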

To explore the molecular basis underlying the compensatory response to a heterogeneous ammonium supply, we analyzed the transcriptome using RNA sequencing (RNAseq) of the roots at 24 h after the start of the +N, +N split, −N split, and −N treatments. Up and downregulated genes were identified from the expression data of the +N split, −N split, and −N treatments by comparison with that of the +N condition (false discovery rate [FDR] < 0.05). In comparison to the +N condition, 416 genes were significantly upregulated in +N split root (Figure 2, A and B; Supplemental Table S1). Also, 2,361 and 2,776 genes were upregulated in +N roots compared to the −N and −N split treatments, respectively (Figure 2B; Supplemental Tables S2 and S3). 

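In the joint fit of the 4 groups, 170 genes were upregulated and 26 downregulated in +N split roots compared to +N roots, and 3063 genes had an unadjusted p under 0.05. In all 196 called genes, the normalized counts of the +N split libraries did not overlap those of the +N libraries. Such a separation was seen in 16.5% of all genes tested, and chance gives 10%. The number of upregulated genes past the threshold depended on single libraries. It was 57, 116 and 7 without +N replicates 1, 2 and 3, and 116, 31 and 6 without +N split replicates 1, 2 and 3. Upregulated genes with an unadjusted p under 0.05 (edgeR's quasi-likelihood test) numbered 1564 with all libraries. With 1 of these 6 libraries left out they numbered 1249 to 1663. The DESeq2 Wald test gave the highest numbers, 568 upregulated and 231 downregulated genes. All 416 genes listed by the authors in Supplemental Table S1 had a positive fold change in the joint fit, 405 of them with an unadjusted p under 0.05 and 153 past the adjusted threshold. A further 17 upregulated genes are not in that table. The smallest p belonged to OL09G001188, described in Supplemental Table S1 as plant cysteine oxidase 2. Its normalized expression was 22.7 ± 2.22 CPM (SD, n = 3) in +N split and 8.02 ± 0.338 CPM (SD, n = 3) in +N roots, a log2 fold change of 1.50 (standard error 0.154, adjusted p = 0.00278, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).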

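Compared to +N roots, 2587 genes had lower expression in −N roots and 3058 in −N split roots, and 1677 genes were in both sets. In 4695 of the 4798 genes called in either direction between −N and +N roots, and in 5694 of the 5816 called between −N split and +N roots, the libraries of the groups did not overlap. This holds for 35.2% and 38.4% of all genes tested. OL01G000457, described in the supplementary tables as a universal stress protein family gene, had the lowest p of all genes in both comparisons. It fell from 45.2 ± 2.57 CPM (SD, n = 3) in +N to 8.98 ± 0.335 CPM in −N and 10.0 ± 0.285 CPM in −N split roots. Its log2 fold changes were −2.33 (standard error 0.0846, adjusted p = 4.71e-08) and −2.18 (standard error 0.0841, adjusted p = 1.01e-07), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. OL01G002266, of unknown function, had a log2 fold change of −2.26 in −N roots (standard error 0.106, adjusted p = 2.63e-07, same edgeR test). OL05G000108, for which the supplementary tables give no description, had a log2 fold change of −2.56 in −N split roots (standard error 0.111, adjusted p = 1.41e-07, same edgeR test).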

Among the 416 genes, the identity of 295 genes overlapped with both the upregulated genes in the +N treatment compared to the −N treatment and those in the +N treatment compared to the −N split treatment (110 genes), or only with those in the +N treatment compared to the −N split treatment (179 genes) and to the −N treatment (6 genes) (Figure 2B). 

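In the joint fit, 131 of the upregulated genes (77.1%) were also higher in +N than in −N or −N split roots. Of these, 65 were higher in +N than in both deprived roots, 65 than in −N split roots only and 1 than in −N roots only. The other 39 genes were in neither set. These comparisons share the +N libraries. When all groups were simulated as unchanged, and as many top genes were taken from each comparison as were called in the data, a mean of 2.9 genes overlapped (range 0 to 8 in 20 simulations). The overlap was 37 of 57, 87 of 116 and 5 of 7 upregulated genes without +N replicates 1, 2 and 3, and 27 of 31 and 6 of 6 without +N split replicates 2 and 3. In 10 simulations of unchanged groups without the same libraries and with lists of these lengths, at most 3 genes overlapped. Over the whole set the median log2 fold change was −0.90 in −N split compared to +N roots, with 159 genes below 0. In −N compared to +N roots it was −0.12, with 96 genes below 0 and 74 above. The genes were chosen against the same +N libraries, which shifts these fold changes upward. The set also held 28 genes that were higher in −N or −N split roots than in +N roots, against a mean of 141 in the simulations. No gene changed in these simulations, so their lists held noise, in part shared through the +N libraries. In the data 4798 and 5816 genes were called in −N and −N split against +N roots. The simulated overlaps therefore do not show what unrelated changes would give, and an excess over that was not tested.

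**Figure D1:**
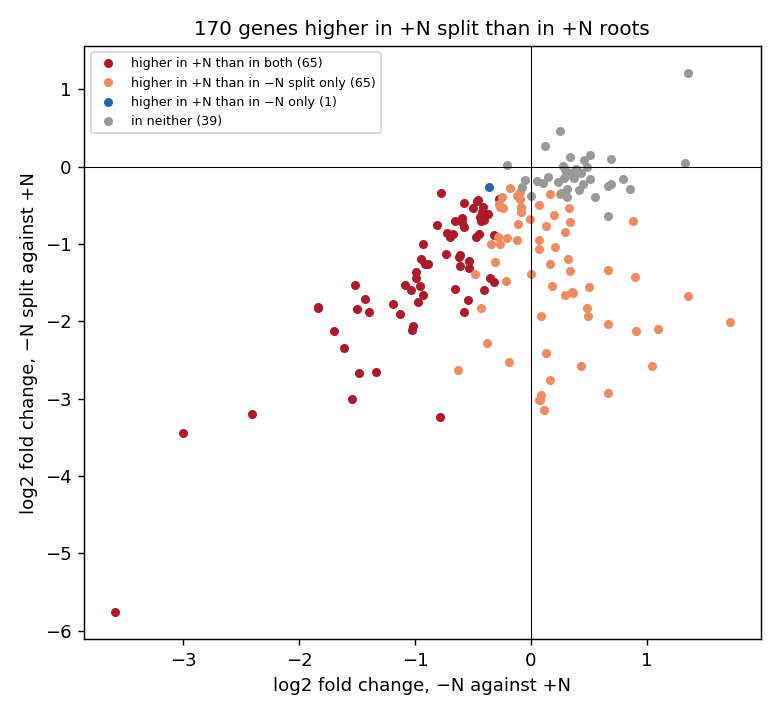
Log2 fold changes of the genes upregulated in +N split roots, with −N against +N roots on the horizontal axis and −N split against +N roots on the vertical axis. Each point is a gene, coloured by whether it was called higher in +N than in both deprived roots (65), in −N split roots only (65), in −N roots only (1) or in neither (39).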

Gene ontology (GO) analysis showed that genes associated with metabolic processes related to nitrogen and carbon, such as glycolysis (*P* = 2.7e-8), monosaccharide metabolic processes (*P* = 1.8e-7), oxoacid metabolic processes (*P* = 3.5e-7), and cellular amino acid metabolic processes (4.6e-6), were enriched among the 416 genes (Figure 2C). Specifically, the upregulated genes included those involved in nitrogen assimilation and amino acid synthesis, such as genes for a cytosolic GS *OlGS1;2*, an NADH-dependent glutamate synthase *OlNADH-GOGAT2*, an aspartate aminotransferase *OlAspAT*, an aspartate semialdehyde dehydrogenase *OlASADH*, an aspartate kinase-homoserine dehydrogenase *OlAK-HSDH1*, an alanine aminotransferase *OlAlaAT1*, and an aspartate kinase *OlAK* (Supplemental Table S1). 

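The gene ontology annotation was not used here, so the descriptions in Supplemental Table S1 were counted in its place, with word lists chosen after the values in that table were seen. By description, 15 of its genes belonged to glycolysis, 16 to nitrogen assimilation and amino acid synthesis, 17 to protein kinases and 3 to nitrate reductases. In the joint fit, 15, 12, 9 and 3 of these were upregulated in +N split compared to +N roots. The median log2 fold change was 0.76 for glycolysis, 0.76 for nitrogen assimilation and amino acid synthesis, 0.75 for protein kinases and 0.88 for nitrate reductases. The direction is fixed by the choice of the table on the same libraries.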

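In each of these 7 genes every +N split library lay above every +N library, with log2 fold changes from 0.66 to 2.14. The largest change was in *OlNADH-GOGAT2* (OL05G002363), at 637 ± 66.5 CPM (SD, n = 3) in +N split and 145 ± 37 CPM in +N roots. This is a log2 fold change of 2.14 (standard error 0.331, adjusted p = 0.0144, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *OlAK* (OL03G003830) rose from 246 ± 51.9 to 829 ± 98.5 CPM (log2 fold change 1.76, standard error 0.181, adjusted p = 0.00278, same edgeR test). *OlASADH* (OL03G003219), which had the second lowest p of all upregulated genes, rose from 173 ± 17.4 to 332 ± 34.1 CPM (log2 fold change 0.94, standard error 0.0959, adjusted p = 0.00278, same edgeR test). Smaller log2 fold changes were found for *OlAK-HSDH1* (OL08G000963; 0.78, adjusted p = 0.0144, edgeR), *OlAlaAT1* (OL10G000682; 0.75, adjusted p = 0.0132, edgeR) and *OlAspAT* (OL06G001607; 0.70, adjusted p = 0.0275, edgeR). *OlGS1;2* (OL03G000840) was expressed at 1704 ± 133 CPM in +N split and 1075 ± 127 CPM in +N roots. Its log2 fold change of 0.66 (standard error 0.163) had an adjusted p of 0.0941 in edgeR's quasi-likelihood test and was not past the threshold. It was past the threshold in the planned exact, likelihood ratio and Wald tests (adjusted p = 0.000356, 0.0102 and 0.0048 from edgeR, edgeR and DESeq2), and over all alternatives its adjusted p ranged from 0.000356 to 0.275. Leaving out a library in turn kept *OlAK* and *OlASADH* past the threshold in all 6 cases. *OlAspAT* was not past it in any of the 6 (adjusted p from 0.055 to 0.111, same edgeR test). In these cases the log2 fold change stayed between 0.65 and 0.75 for *OlAspAT* and between 1.99 and 2.37 for *OlNADH-GOGAT2*. In the same edgeR test, *OlAK-HSDH1* lost its call without +N replicate 1, +N replicate 3 or +N split replicate 3 (adjusted p from 0.0505 to 0.0711), *OlAlaAT1* without +N replicate 3 or +N split replicate 3 (adjusted p from 0.0567 to 0.0679), and *OlNADH-GOGAT2* without +N replicate 1, +N replicate 3, +N split replicate 2 or +N split replicate 3 (adjusted p from 0.0528 to 0.0764).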

Using reverse transcription-quantitative PCR (RT-qPCR), we confirmed that these genes were significantly upregulated in +N split roots compared to +N (Figure 3B). In addition, the expression of glycolytic enzyme genes involved in supplying carbon skeletons for amino acid biosynthesis, such as glucose-6-phosphate isomerase (*OlGPI*), triosephosphate isomerase (*OlTPI1*), fructose 1,6-bisphosphate (Fru1,6-BP) aldolase (*OlALDC1*), glyceraldehyde 3-phosphate dehydrogenase (*OlGAPC1*), phosphofructokinase (*OlPFK5*), enolase (*OlENO1*), a glycolysis-related pyruvate orthophosphate dikinase (*OlPPDKA*), and phosphoenolpyruvate carboxylase (*OlPPC4*) were also significantly upregulated in the +N split root condition compared to the +N treatment (Figure3A; Supplemental Table S1). These results suggest that a compensatory gene regulatory network to acquire and assimilate ammonium effectively is activated in the ramet roots on the nitrogen-sufficient side of the ramet pairs.

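In each of these 8 genes the +N split libraries also lay above the +N libraries without overlap. The most abundant was *OlGAPC1* (OL02G002091), with 8105 ± 933 CPM (SD, n = 3) in +N split and 4293 ± 418 CPM in +N roots. This gave a log2 fold change of 0.92 (standard error 0.162, adjusted p = 0.0244, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *OlPPDKA* (OL03G002044) had the largest change, from 1524 ± 380 to 5664 ± 558 CPM (log2 fold change 1.89, standard error 0.321, adjusted p = 0.0208, same edgeR test). The log2 fold change was 1.16 for *OlPFK5* (OL05G002151), 0.87 for *OlALDC1* (OL01G004030), 0.81 for *OlTPI1* (OL01G000318) and 0.75 for *OlGPI* (OL03G003308), with adjusted p values of 0.0162, 0.022, 0.0116 and 0.0116 in edgeR. These 6 genes lost their calls without +N replicate 3 or +N split replicate 3, and *OlGAPC1*, *OlPPDKA*, *OlPFK5* and *OlALDC1* also without +N replicate 1 or +N split replicate 2, with adjusted p values from 0.0505 to 0.0999 in edgeR. *OlENO1* (OL10G000304) had a log2 fold change of 0.49 (standard error 0.0987, adjusted p = 0.0454 in edgeR), and leaving out any of the 6 libraries left it short of the threshold (adjusted p from 0.0556 to 0.16). *OlPPC4* (OL01G000707) was expressed at 23.7 ± 3.51 CPM in +N split and 14.2 ± 1.14 CPM in +N roots. Its log2 fold change of 0.74 had an adjusted p of 0.074 in the same edgeR test and was not past the threshold, whereas the Wald test of DESeq2 gave an adjusted p of 0.00171 (range 0.00123 to 0.265 over all alternatives).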

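Supplemental Table S1 gives names to 18 genes. Adjusted over all genes tested, 15 of them were upregulated in +N split compared to +N roots, and adjusted over the list alone all of them were. The study chose the list on these libraries, so the latter is not independent evidence. The number upregulated over all genes tested was 6 without +N replicate 1, 2 without +N replicate 3, 7 without +N split replicate 2 and 2 without +N split replicate 3. The median log2 fold change of the list was 0.88. From the upregulated genes of nitrogen assimilation, amino acid synthesis and glycolysis, the paper proposes that roots on the nitrogen-sufficient side of a pair switch on a network of genes by which they take up and assimilate ammonium in compensation.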

**Figure 2:**
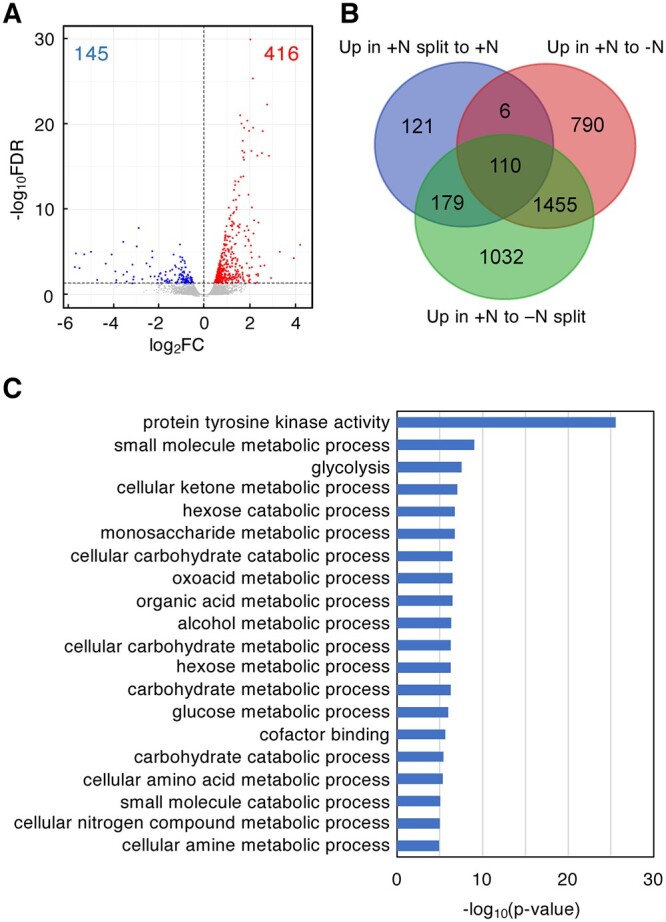
Transcriptome changes in the roots of ramet pairs in response to spatially heterogeneous nitrogen availability. A, A volcano plot showing differentially expressed genes (FDR < 0.05) between +N and +N split roots. Significantly upregulated or downregulated genes in roots from the +N split treatment are shown as red or blue dots, respectively. Numbers in red or blue indicate the total number of upregulated or downregulated genes. B, A Venn diagram showing the overlap among the genes upregulated in the +N split treatment compared to the +N treatment (Up in +N split to +N), those upregulated in the +N treatment compared to the −N treatment (Up in +N to −N), and those upregulated in the +N treatment compared to the −N split treatment (Up in +N to −N split). C, The top 20 enriched GO categories among genes upregulated in the +N split treatment compared to the +N treatment. Highly redundant GO categories were manually removed.

**Figure 3:**
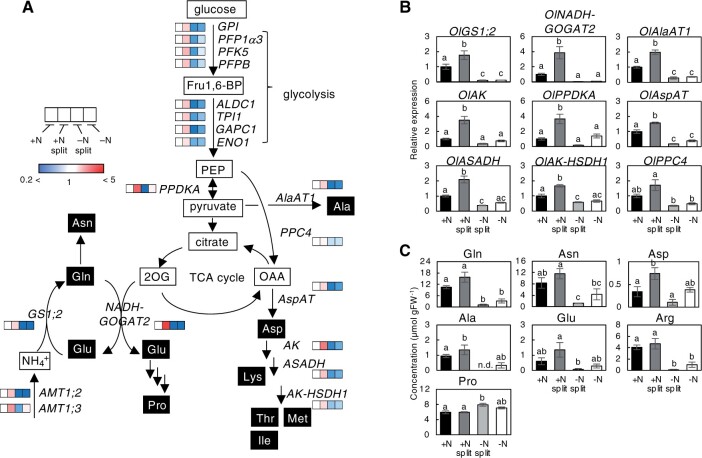
Metabolic responses to spatially heterogeneous nitrogen availability in the roots of *O. longistaminata* ramet pairs. A, The expression profile of genes involved in nitrogen assimilation, glycolysis, and amino acid biosynthesis. The heatmaps in the pathways were deduced from RNAseq data. PEP, phospho*enol-*pyruvate; OAA, oxaloacetate; 2OG. 2-oxoglutarate. The details of gene names are provided in Supplemental Table S1. B, Expression patterns of genes analyzed by RT-qPCR. The expression level of each gene, normalized to *OlTBC*, is expressed relative to that of the +N treatment defined as 1. C, Amino acid quantification. The concentrations of amino acids in the roots of each ramet pair after 48 h of split treatment are shown. Error bars represent the se of values for biological replicates (*n* = 3 or 4 for RT-qPCR, and *n* = 4 for amino acid analysis). Different lowercase letters at the top of each column denote statistically significant differences by Tukey’s HSD test (*P* < 0.05).

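For the named genes of Supplemental Table S1, expression in each library was compared with the mean of the +N libraries. After adjustment over all genes tested, 13 of the 18 genes were lower in −N and 17 in −N split roots than in +N roots (14 and 18 adjusted over the list alone). The median log2 fold changes were −0.99 and −1.53. In −N split compared to −N roots all 18 had log2 fold changes below 0, with a median of −0.72, and 11 were called lower (14 adjusted over the list alone). Between the roots of the split pairs all 18 were higher on the +N side, with log2 fold changes from 1.36 to 7.90. The list holds a single ammonium transporter gene model, OL02G002258, which the table names *OlAMT1;2* and *OlAMT1;3* together, so its counts do not separate these transporters. OL02G002258 was expressed at 54.6 ± 19.1 CPM (SD, n = 3) in +N split, 20.4 ± 3.47 CPM in +N, 24.0 ± 3.99 CPM in −N and 11.3 ± 5.43 CPM in −N split roots. Its log2 fold change in +N split compared to +N roots was 1.42 (standard error 0.304, adjusted p = 0.0552, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the same edgeR test on the +N and +N split libraries alone the adjusted p was 0.0466, and over all alternatives it ranged from 1.04e-07 to 0.224.

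**Figure D2:**
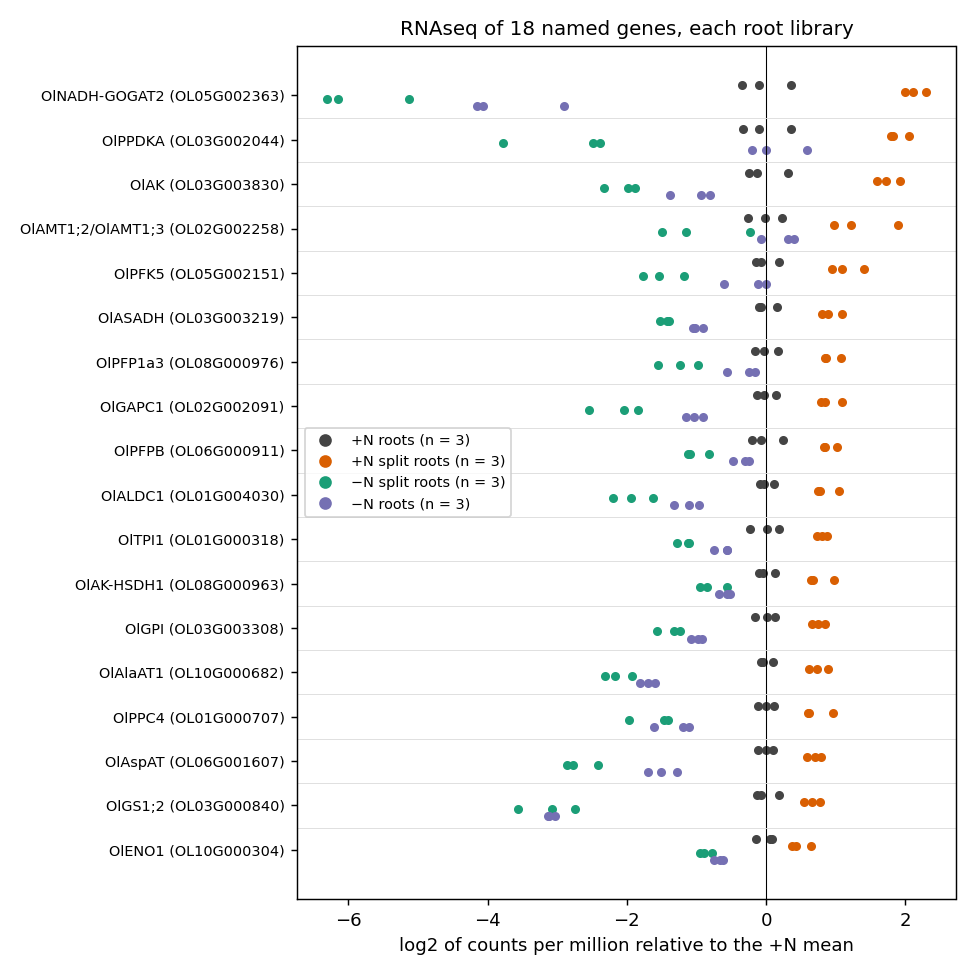
Expression of the 18 genes in each of the 12 root libraries, as log2 of normalized CPM relative to the mean of the +N libraries. Each point is a library and colours mark the groups. In every gene the +N split libraries lie above the +N libraries in expression, and the −N split libraries lie below the +N mean.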

To know the impact of transcriptome changes on the accumulation level of amino acids, we analyzed the amino acid concentrations in roots from the +N, +N split, −N split, and −N treatments at a longer treatment period (48 h). As a result, the accumulation level of glutamine, asparagine, aspartate, alanine, glutamate, and arginine was significantly higher in the +N split roots than in the −N split roots (Figure 3C). Among these amino acids, aspartate and alanine levels in roots from the +N split treatment were significantly higher than those in the +N treatment. Other amino acids except for arginine showed a similar tendency. These results are in line with the transcriptome changes in response to heterogeneous nitrogen availability.

On the other hand, 1,848 and 2,087 genes were upregulated in the −N and −N split treatments compared to the +N condition, respectively (Supplemental Tables S4 and S5). 

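In the joint fit, 2211 genes were higher in −N and 2758 in −N split roots than in +N roots. The number for −N split roots was 1795 without +N replicate 3. OL04G002843, described as an amidohydrolase family gene, had the lowest p among the higher genes in both comparisons. It was expressed at 93.9 ± 3.01 CPM (SD, n = 3) in −N and 93.6 ± 2.91 CPM in −N split, against 21.1 ± 2.78 CPM in +N roots. The log2 fold changes were 2.15 in −N (standard error 0.0928, adjusted p = 1.91e-07) and 2.15 in −N split roots (adjusted p = 1.41e-07), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. OL11G000421, without a description in the tables used here, had the next lowest p among them, with log2 fold changes of 2.87 (adjusted p = 3.91e-06) and 3.33 (adjusted p = 1.46e-06, same edgeR test).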

Overall, the expression of 1,176 genes overlapped between the two conditions (Supplemental Figure S2). 

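Genes higher in both deprived roots than in +N numbered 1528, with 683 higher in −N roots only and 1230 in −N split roots only. When the groups were simulated as unchanged against the shared +N libraries, equally long top lists shared a mean of 882 genes (range 849 to 912). These simulated lists held noise and no changed genes. The overlap was 1007 genes without +N replicate 2 and 939 without +N replicate 3, where the lists were shorter, and simulations without these libraries and with lists of that length shared 643 to 721 and 618 to 671 genes (10 simulations each).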

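In the opposite direction, the joint fit called 26 genes lower in +N split than in +N roots. Of these, 6 were higher in −N or −N split than in +N roots, against a mean of 0.6 genes (range 0 to 2) in the simulation of unchanged groups. Another 11 were lower in −N or −N split than in +N roots, against a mean of 22.4 genes (range 19 to 26) in the same simulation, since the comparisons share the +N libraries. Both simulated values come from lists of noise without changed genes. They do not show whether 6 or 11 genes differ from what unrelated changes would give. The number called lower was 39, 12 and 2 without +N replicates 1, 2 and 3, 14 and 1 without +N split replicates 1 and 2, and 10 without −N replicate 1. Without +N split replicate 3, edgeR's quasi-likelihood test called 0 genes lower, and 1096 had an unadjusted p under 0.05. The overlap with genes higher in a deprived root lay between 0 and 8 genes over all libraries left out, which left lists of 0 to 39 lower genes. The lowest p values were those of OL03G001364 and OL04G001322, neither of which has a description in the tables used here. OL03G001364 was expressed at 11.5 ± 1.24 CPM (SD, n = 3) in +N split and 18.9 ± 0.732 CPM in +N roots (log2 fold change −0.72, standard error 0.0935, adjusted p = 0.0116, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). OL04G001322 was expressed at 11.4 ± 1.08 and 20.4 ± 2.18 CPM (log2 fold change −0.83, standard error 0.116, adjusted p = 0.0116, same edgeR test). OL03G001364 lost its call without +N replicate 3 or +N split replicate 3, and OL04G001322 without +N split replicate 2 or 3 (edgeR, adjusted p from 0.0515 to 0.0543).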

One hundred and forty-five genes were upregulated in the +N treatment compared to the +N split treatment (Supplemental Table S6), and 15 genes overlapped with the −N upregulated genes (Supplemental Figure S2).

### Allocation of absorbed nitrogen between ramets via the rhizome when nitrogen availability is spatially heterogeneous

To examine the allocation of absorbed nitrogen in ramet pairs when nitrogen availability is spatially different, ^15^NH_4_Cl was fed to +N and +N split roots with the same conditions as shown in Figure 1B, and the roots were grown for another 7 d with a nonlabeled nitrogen source. In this experimental condition, ^15^N was detected in both the shoots and roots of the systemic +N and −N split ramets that had not been fed with ^15^NH_4_Cl (Figure 4A), indicating that absorbed nitrogen is allocated to neighboring ramets via the rhizome. The percentage distribution of ^15^N was higher in the shoots than in the roots. Interestingly, the allocation of absorbed nitrogen from the +N split to the −N split ramets was less than that from the +N to the +N ramets.

**Figure 4:**
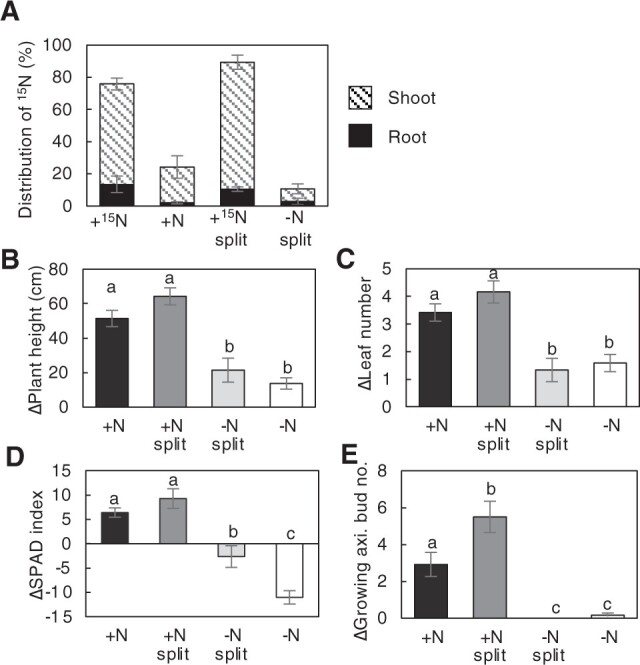
Allocation of absorbed nitrogen and growth profiles of ramet pairs. A, Distribution of ^15^N in roots and shoots 7 d after ^15^NH_4_Cl feeding. One of the ramets in each split-treated ramet pair was treated with 2.5-mM ^15^NH_4_Cl for 5 min and then returned to the normal split treatment. Error bars represent se of values for biological replicates (*n* = 3). B–E, Changes in plant height (B, ΔPlant height), number of leaves (C, ΔLeaf number), chlorophyll content (D, ΔSPAD index), and number of growing axillary buds (E, ΔGrowing axi. bud no.) in each ramet after 5 weeks of split treatment. Error bars indicate the se. Different lowercase letters at the top of each column denote statistically significant differences by Tukey’s HSD test (*P* < 0.05). *n* = 6–12.

### Growth response of ramets in spatially heterogeneous nitrogen conditions

To know the long-term effects of nitrogen split treatment on the growth of ramets, we exposed ramet pairs to different nitrogen conditions for 5 weeks, and growth parameters for each ramet were monitored (Figure 4, B–E). Plant height, the number of fully developed leaves, chlorophyll content, and the number of growing axillary buds were significantly higher in the +N and +N split ramets than in the −N split and −N ramets. The chlorophyll content was lower in the −N split and −N ramet shoots, but the decrease was significantly alleviated in the −N split ramets compared to the −N ramets (Figure 4D), suggesting that the allocated nitrogen was used to retain photosynthetic function. In contrast, the change in the number of growing axillary buds was almost zero for the −N and −N split ramets, whereas the axillary bud number increased significantly in the +N split and +N ramets (Figure 4E). In particular, the axillary bud number was significantly higher in the +N split ramets than in the +N ramets. These results suggest that when neighboring ramets are exposed to different levels of nitrogen availability, the allocation of absorbed nitrogen from the N-sufficient ramet to the deficient ramet is rather limited and, nitrogen is preferentially allocated for newly growing axillary buds.

### Response of cytokinin and strigolactone biosynthetic genes in response to a heterogeneous nitrogen supply

To gain insight into the growth promotion of axillary buds in the +N split ramets, we focused on cytokinin and strigolactone, two phytohormone families that promote and inhibit axillary bud outgrowth, respectively. We analyzed the expression levels of cytokinin and strigolactone biosynthetic genes by RT-qPCR using the roots of ramet pairs that had been split-treated for 7 d. The expression levels of cytokinin biosynthetic genes, *OlIPT4*, *OlIPT5*, *OlCYP735A3*, and *OlCYP735A4* were higher in the roots of the +N and +N split ramets than in those of the −N and −N split ramets (Figure 5A), and there was no difference between the +N and +N split conditions.

**Figure 5:**
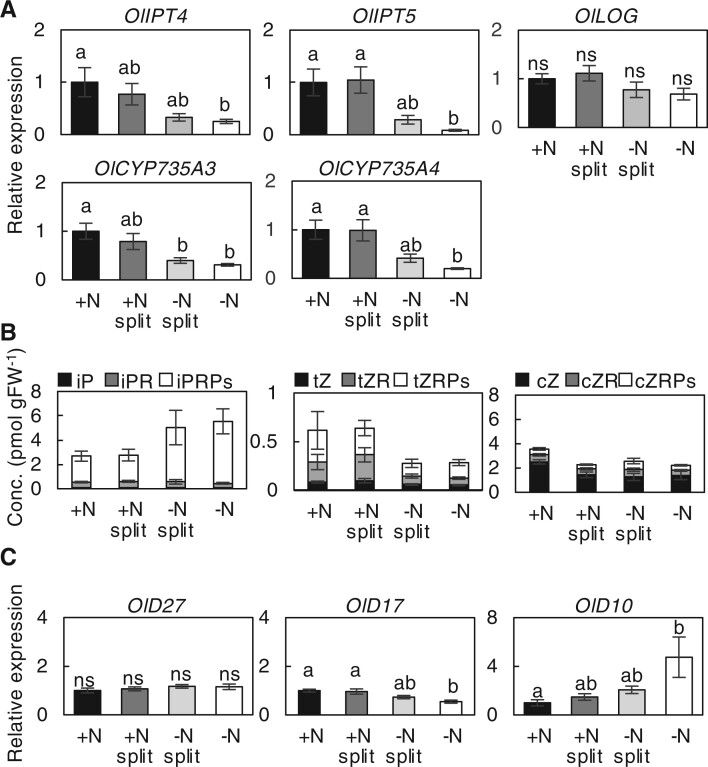
Response of cytokinin and strigolactone biosynthesis to heterogeneous nitrogen conditions. A, Relative expression level of cytokinin biosynthetic genes in ramet roots in response to different nitrogen treatments. Transcript abundance in roots of each ramet after 1 week of the split treatment was analyzed by RT-qPCR. B, Cytokinin concentration in the roots of each ramet after 1 week of the split treatment. The complete data set is presented in Supplemental Table S7. tZR, tZ riboside; tZRPs, tZR 5′-phosphates; cZ, *cis*-zeatin; cZR, cZ riboside; cZRPs, cZR 5′-phosphates; iP, *N^6^*-(Δ^2^-isopentenyl)adenine; iPR, iP riboside; iPRPs, iPR 5′-phosphates. C, Transcript abundance of strigolactone biosynthetic genes in ramet roots in response to different nitrogen conditions. In (A) and (C), the expression level of each gene normalized by *TBC* is expressed relative to that of the +N treatment defined as 1. Error bars represent the se of values for biological replicates (*n* = 4). Different lowercase letters at the top of each column denote statistically significant differences by Tukey’s HSD test (*P* < 0.05).

We also analyzed the concentration of cytokinins in the roots. The level of tZ-type cytokinins, including the riboside and ribotide precursors, was higher in the +N and +N split roots compared to the −N split and −N roots, whereas the levels of *N^6^*-(Δ^2^-isopentenyl)adenine (iP)-type cytokinins were somewhat lower (Figure 5B; Supplemental Table S7). The tZ-type cytokinin content in the +N and +N split roots was comparable, suggesting that de novo tZ-type cytokinin biosynthesis is enhanced in response to the ammonium supply but is not under compensatory regulation.

Although strigolactone species in *O. longistaminata* have not been well characterized yet, we analyzed orthologs of *O. sativa D27*, *D17*, and *D10* (*OlD27*, *OlD17*, and *OlD10*, respectively) encoding enzymes involved in the production of carlactone, an intermediate of strigolactone biosynthesis (Alder et al., 2012). The expression level of *OlD10* was significantly higher in −N ramet roots than in other conditions, although *OlD27* and *OlD17* expression levels were essentially similar and slightly lower, respectively (Figure 5C). This result implies that de novo strigolactone biosynthesis might be upregulated in nitrogen-deficient roots.

### Possible involvement of a CEP1-type peptide in inter-ramet nitrogen deficiency signaling

In Arabidopsis, CEP1 plays a key role in the systemic regulation of nitrate acquisition in response to heterogeneous nitrogen conditions as a root-to-shoot signaling molecule (Tabata et al., 2014; Okamoto et al., 2016). To investigate whether a CEP1-type peptide is involved in the observed inter-ramet communication, we analyzed the response of *O. longistaminata* CEP gene orthologs to spatially heterogeneous nitrogen availability. In *O. sativa*, 15 genes encode CEPs (Sui et al., 2016). We searched for the orthologs in *O. longistaminata* and found 15 sequences corresponding to each of the *O. sativa* genes (Supplemental Table S8), and eight of the genes (*OlCEP5*, *OlCEP6.1*, *OlCEP9*, *OlCEP10*, *OlCEP11*, *OlCEP12*, *OlCEP14*, and *OlCEP15*) were annotated in our RNAseq data. However, expression of these eight genes was not significantly different in −N roots compared to +N roots. Next, we focused on *OlCEP1* and analyzed its expression level by RT-qPCR because the peptide sequences encoded by *OsCEP1* (also *OlCEP1*) belong to the same group (group I) as Arabidopsis CEP1 based on the structural features (Delay et al., 2013; Sui et al., 2016). In the RT-qPCR analysis, the expression level of *OlCEP1* in −N roots was significantly higher than in the +N and +N split roots (Figure 6A).

**Figure 6:**
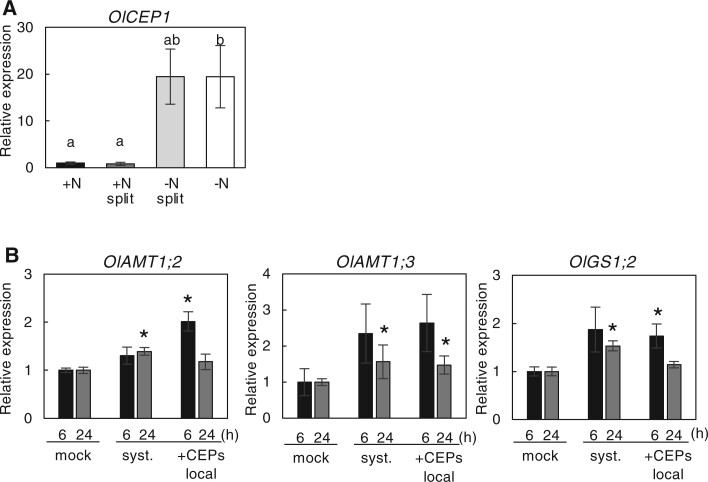
Possible involvement of a CEP1-type peptide in inter-ramet nitrogen signaling. A, Expression pattern of the *O. longistaminata* ortholog of *OsCEP1* (*OlCEP1*) in the roots of ramet pairs after a 24-h split treatment. The expression level of each gene normalized by *TBC* is expressed relative to that of the +N treatment defined as 1. Error bars represent se of values for biological replicates (*n* = 3 or 4). Different lowercase letters at the top of each column denote statistically significant differences by Tukey’s HSD test (*P* < 0.05). B, Expression of *OlAMT1;2, OlAMT1;3*, and *OlGS1;2* genes in the ramet roots in response to exogenously supplied CEP1 peptides. The CEP1 peptide mix was applied to the roots of one of the ramet pairs, and gene expression in the local (+CEP local) and systemic side (systemic) roots after 6- and 24-h treatment was measured. The expression level of each gene, normalized by *TBC*, is expressed relative to that of the +N mock treatment defined as 1. Error bars represent se of values for biological replicates (*n* = 3 or 4). *P < 0.05 (Student’s *t* test) compared to the corresponding mock treatment.

To gain further insight into the involvement of *OlCEP1* gene products in nitrogen-related ramet-to-ramet signaling, we examined the effect of an exogenous application of OlCEP1 peptides on the expression of *OlAMT1;2, OlAMT1;3*, and *OlGS1;2* genes. In addition to *OsCEP1*, the coding sequence of the *OlCEP1* gene contains multiple CEP sequences containing proline residues. Thus, we synthesized peptides OlCEP1a–OlCEP1d (see “Materials and methods”) and used a mixture. We treated ramet roots with the peptide mixture under nitrogen-sufficient conditions to repress the endogenous *OlCEP1* expression. When we applied OlCEP1 peptides to the roots of one side of the ramets, the accumulation level of transcripts for *OlAMT1;2, OlAMT1;3*, and *OlGS1;2* increased in both the local side and systemic side of the ramet roots in 6 h. The transcript level significance was maintained in the systemic side of the root even at 24 h after treatment (Figure 6B), suggesting that CEP1-related signaling is possibly involved in the systemic regulation of the genes via the rhizomes.

We further explored homologs of the *CEPR* and *CEPD* genes in *O. longistaminata*. Since no previous studies of CEPR and CEPD have been conducted in *O. sativa* and *O. longistaminata*, we identified *Ol12G001732* as a homolog of Arabidopsis CEPR1 (57.2% sequence identity) in the PLAZA database (Van Bel et al., 2018) and 10 CC-type glutaredoxin genes (GRX; Garg et al., 2010) as homologs of Arabidopsis CEPD1 (37.6%–58.3% sequence identity; Supplemental Figures S3 and S4; Supplemental Table S8). Our RT-qPCR analysis showed that the expression of *Ol12G001732* was highest in the +N split shoot (Supplemental Figure S5A). Upregulation of *Ol12G001732* was also observed in the CEP1 peptide treatment experiment (Supplemental Figure S6), suggesting that the CEPR homolog might play a role in ramet-to-ramet nitrogen signaling in *O. longistaminata*. On the other hand, there was no significant difference in the expression of the *GRXs* in the spatially heterogeneous nitrogen condition except for *OlGRX15*, but the upregulation of *OlGRX15* expression was not +N split specific (Supplemental Figure S5B).

## Discussion

In this study, we demonstrated inter-ramet communication occurs in *O. longistaminata* via rhizomes for a systemic response to spatially heterogeneous nitrogen availability. When ramet pairs of *O. longistaminata* connected by a rhizome were exposed to different ammonium ion conditions, a series of gene networks that allow complementary absorption and assimilation of ammonium was activated in the root of the ramet in the nitrogen-sufficient condition. This network also included genes capable of supplying the carbon skeletons for amino acid synthesis, such as those involved in glycolysis. The expression level of these genes in the nitrogen-sufficient side of the heterogeneous condition was higher than in the nitrogen homogeneously sufficient condition, suggesting that the nitrogen-deficient side ramet conveyed some kind of nitrogen deficiency signal to the sufficient side ramet via the rhizome to trigger the systemic response.

In our transcriptome analysis, a large part of the compensatively upregulated genes overlapped with ammonium-responsive genes (295 genes/416 genes, Figure 2B), indicating that the expression of the compensatory genes is upregulated by an ammonium-signal per se but further boosted by the input of a systemic nitrogen-deficient signal from the adjacent ramet. It is not clear at present whether a de-repression or a more facilitative regulatory event underlies the process.

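Whether supplied and deprived roots differed more in split than in uniform pairs was tested in a single contrast over the 12 libraries. In the genes upregulated in +N split roots by the joint fit, the median excess of this difference in split pairs was 1.41 on the log2 scale, and 159 of the 170 genes were called. This excess includes the +N split and +N libraries on which the genes were chosen. In the −N split and −N libraries, 159 of the genes lay below 0 in −N split compared to −N roots, with 99 called lower and 1 higher. In −N compared to +N roots, 66 were called lower and 26 higher.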

A small part of the nitrogen absorbed in the ramet roots in the heterogeneous nitrogen-sufficient condition (+N split) was distributed to the adjacent nitrogen-deficient ramets (−N split), contributing to the maintenance of the chlorophyll content. However, no evidence was obtained to suggest that the distributed nitrogen was used for growth of the nitrogen-deficient side ramet. In a previous study in blue sedge (*Carex flacca*) examining water and nitrogen transfer between ramets via the rhizome, the direction of nitrogen nutrient transport depended on the direction of water transport (De Kroon et al., 1998). In rice cultivars, the nitrogen-sufficient condition elevates the leaf transpiration rate compared to the limited condition (Xiong et al., 2015). Thus, it is likely that the translocation of nitrogen from the sufficient side to the deficient side against the water flow is limited between rhizome-connected ramets experiencing different nitrogen conditions. Our results suggest that most compensatively acquired nitrogen is locally used for growth on the sufficient side. Given that an *O. longistaminata* cluster is a single clonal colony, this use of nitrogen might be a strategy to ensure the colony’s survival in limited and heterogeneous nitrogen conditions.

Notably, genes for the biosynthesis of tZ-type cytokinins, *IPTs* and *CYP735As*, were upregulated by the ammonium supply. Still, the expression levels and accumulation of tZ-type cytokinins (tZ and its precursors) were comparable between the +N and +N split treatments in our experiments (Figure 5B). Therefore, we hypothesize that cytokinin synthesis is similarly upregulated in response to both homogeneous and heterogeneous nitrogen conditions. Ammonium acquisition and amino acid synthesis, however, are compensatively enhanced in the nitrogen-rich ramet roots under heterogeneous conditions, resulting in a greater supply of nitrogen assimilates for axillary bud outgrowth. Both the cytokinin signal and the supply of building blocks could contribute to the preferential axillary shoot growth.

In our analysis, iP and its precursors were in low abundance in the +N and +N split roots, mainly due to the decreased levels of its ribotide precursor (iPRPs; Figure 5B). At present, we do not have a clear explanation for the opposite trend despite the upregulation of its biosynthetic genes, *OlIPTs*. The iP ribotide precursor might be over consumed by CYP735As to produce tZ-type species.

Previous studies in *O. sativa* and *O. longistaminata* indicated that *NADH-GOGAT1* is under the same control as *IPT4* in the local nitrogen response and that glutamine-related signaling is involved in the regulation (Kamada-Nobusada et al., 2013; Ohashi et al., 2017; Shibasaki et al., 2021). *OlNADH-GOGAT2*, an isogene, is compensatively upregulated in our experimental conditions, whereas *OlNADH-GOGAT1* had a similar expression pattern to *OlIPT4* (Supplemental Figure S7). In *O. sativa*, *NADH-GOGAT2* is mainly expressed in mature leaves and plays a role in providing glutamate for the GS1;1 reaction in vascular tissues for nitrogen remobilization and recycling (Tabuchi et al., 2005, 2007; Yamaya and Kusano, 2014). Our RNAseq data show that *OlGS1;1* is upregulated in nitrogen-deficient conditions (Supplemental Tables S4 and S5) in a manner distinct from *OlNADH-GOGAT2*. Thus, the physiological role of the cytosolic GS isoforms and NADH-GOGAT isoforms might be different between *O. sativa* and *O. longistaminata*.

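*OlGS1;1* (OL02G003003) was expressed at 1350 ± 64.9 CPM (SD, n = 3) in −N, 1457 ± 152 CPM in −N split, 745 ± 88.5 CPM in +N and 664 ± 57.1 CPM in +N split roots. Compared to +N roots, its log2 fold change was 0.86 in −N (standard error 0.11, adjusted p = 0.000257) and 0.97 in −N split roots (standard error 0.11, adjusted p = 9.92e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each of the 6 libraries compared left out in turn the log2 fold change stayed between 0.77 and 0.93 in −N and between 0.88 and 1.04 in −N split roots. *OlNADH-GOGAT2* (OL05G002363) moved the other way, with log2 fold changes of −3.59 in −N (adjusted p = 4.83e-05) and −5.76 in −N split roots (adjusted p = 4.33e-06, same edgeR test).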

Systemic regulation of nitrate acquisition in response to heterogeneous nitrogen nutrient conditions by CEP1–CEPR–CEPD has been identified in Arabidopsis (Tabata et al., 2014; Okamoto et al., 2016; Ohkubo et al., 2017, 2021; Ruffel and Gojon, 2017; Ota et al., 2020). In our analysis, the *O. longistaminata* ortholog of *OsCEP1* was markedly induced by nitrogen deprivation, and exogenous application of the synthetic CEP1 peptides increased the expression level of *OlAMT1;2, OlAMT1;3*, and *OlGS1;2* on the systemic side as well as the local side root. In addition, *Ol12G001732*, the closest ortholog of Arabidopsis *CEPR1*, was upregulated in systemic side shoots in response to a spatially heterogeneous ammonium supply (Supplemental Figure S5A) and also in systemic and local side shoots treated with CEP1 peptides (Supplemental Figure S6). This finding implies that CEP plays a role in inter-ramet communication as a nitrogen-deficient signaling molecule via the rhizome. Upregulation of *Ol12G001732* expression might sensitize the root-derived CEP1-signal. In contrast, there were no *GRX* genes whose expression increased only in +N split shoots in our experimental conditions (Supplemental Figure S5B). At present, it is unclear whether the whole set of CEP–CPER–CEPD module function in Oryza species. The systemic response mechanism responding to heterogeneous nitrogen conditions in monocots, including rice, is still largely unexplored. Characterizing the whole system at the molecular level will require identifying and characterizing the CEP receptor and associated downstream factors in Oryza species.

## Materials and methods

### Plant materials and growth conditions

The perennial wild rice species *O.* *longistaminata* (IRGC10404) was hydroponically grown under natural light conditions in a greenhouse with a nutrient solution described by Kamachi et al. (1991), except that the solution contained 1-mM NH_4_Cl as the sole nitrogen source and was renewed once every 3 or 4 d. Pairs of young ramets grown on the proximal nodes of rhizomes were excised and used in experiments. The growth stage of all ramet pairs was similar; each ramet had two to three fully developed leaves (Supplemental Figure S1).

### Split treatment

The roots of each ramet pair, connected by rhizomes, were incubated in two separate pots (Supplemental Figure S1). Nutrient solution of 1 L was used for each ramet. For the ±N split treatment, one of the ramet pairs was treated with the nutrient solution containing 2.5-mM NH_4_Cl (+N split), and the other was treated with 0-mM NH_4_Cl (−N split). For comparison, both ramet pairs were treated with 2.5-mM NH_4_Cl (+N) or 0-mM NH_4_Cl (−N). Treatments for the growth analysis, and cytokinin and strigolactone response analysis were conducted in a greenhouse. All other treatments were conducted in a growth cabinet (LPH-411PFQDT-SPC; NK System, Osaka, Japan) with the following environmental conditions: 16-h (28°C) light/8-h (24°C) dark at 400 µmol photons m^−2^ s^−1^.

### ^15^NH_4_ tracer experiments

The ramet pairs were initially incubated with water for 3 d, followed by a 24-h split treatment with stable isotope-free nitrogen nutrient solutions (2.5-mM NH_4_Cl for the +N ramet and the +N split ramet, and 0-mM NH_4_Cl for the −N ramet). Roots of the ramets were soaked in 800 mL of 1 mM CaSO_4_ for 1 min to remove the nitrogen treatment solution. The solution for the +N-treated side was then replaced with a solution containing 2.5-mM ^15^NH_4_Cl (^15^N 99 atom%; Shoko Science Co., Ltd., Yokohama, Japan), and ^15^${\text{NH}}_{4}^{+}$ was allowed to be absorbed for 5 min. The roots of ramet pairs were then soaked in 600 mL of 1-mM CaSO_4_ for 1 min to wash out ^15^N and then treated again with the stable isotope-free +N or −N hydroponic solutions for 22 h to measure the ammonium absorption activity and for 7 d to measure the absorbed nitrogen distribution with daily changing of the culture solution in a growth cabinet (LPH-411PFQDT-SPC, NK System) with 16 h (30°C) light/8 h (30°C) dark at 400-µmol photons m^−2^ s^−1^.

The above-ground tissues, rhizomes, and roots were separately harvested and dried in an oven at 70°C for at least 5 d. All dried tissues were weighed and ground into fine powders. The ^15^N and total nitrogen contents were analyzed by Shoko Science Co. with an elemental analyzer–isotope ratio mass spectrometer (Flash2000-DELTA plus Advantage ConFloIII System; Thermo Fisher Scientific, Waltham, MA, USA).

The absorption activity of ammonium was calculated as follows. The increase in ^15^N (µmol) in each sample (Δ^15^N_s_) was calculated from Equation (1). W_s_, dry weight (DW) of the sample (gDW); N_s_, the total nitrogen concentration of the sample (%); ^15^N_s_, the ^15^N concentration of the sample; and ^15^N_0_, the naturally occurring ^15^N concentration (%) of the sample.

(1) ΔNs 15=Wsx106xNs100xNs- 15N0 15100x115

The Δ^15^N_s_ of each sample (above-ground tissues and roots) were summed to obtain the increase of ^15^N in the whole ramet pair (Δ^15^N_w_). The absorption activity of ammonium (µmol gDW^−1^ h^−1^) in roots under +N or +N split conditions was calculated using Equation (2). A, the absorption activity of ammonium; W_r_, the DW of the root that absorbed ^15^N.

(2) A=ΔNw 15x1Wrx605 

The increases in ^15^N_s_ in each part of the ramet pair (Δ^15^N_s_) were summed to obtain the increase of ^15^N in the whole ramet pair (Δ^15^N_w_), and the percentage (%) of ^15^N distributed in each part of the ramet pair was calculated using Equation (3). P, the percentage of ^15^N distributed in each part.

(3) P=ΔNs 15ΔNt 15×100

### RT-qPCR analysis

Total RNA was extracted from frozen and ground tissues using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) with the RNase-Free-DNase Set (Qiagen) according to the supplier’s protocols. One microgram of total RNA was used to synthesize cDNA using the ReverTra Ace qPCR Master Mix (TOYOBO, Osaka, Japan) according to the supplier’s protocol. Twenty-nanogram cDNA was used for each RT-qPCR reaction with the KAPA SYBR FAST qPCR Master Mix (2X) (KAPA Biosystems, Wilmington, MA, USA) and a real-time PCR system (Applied Biosystems QuantStudio 3). Expression levels were estimated using the relative quantification method (Livak and Schmittgen, 2001) with *OlTBC*, a homolog of TBC1 domain family member 22A (Maksup et al., 2013), the internal standard for normalization. Gene locus IDs and the specific primers used for amplification are listed in Supplemental Table S9.

### Determination of free amino acids

Free amino acids were extracted as described by Konishi et al. (2014). Derivatization of amino acids was carried out using the AccQ-Tag Ultra Derivatization Kit (Waters Corp., Milford, MA, USA). The resulting AccQ-Tag-labeled derivatives were separated and quantified using an high-performance liquid chromatography (HPLC) System (Alliance 2695 HPLC system/2475, Waters Corp.) with the AccQTag Column (3.9 × 150 mm; Waters Corp.) as described in the instruction manual.

### RNA-Seq analysis

Libraries were prepared with the TruSeq Standard mRNA Library Prep Kit (Illumina, San Diego, CA, USA) using 1 µg of total RNA. Sequence analysis of 40-M reads was performed with a NovaSeq 6000 Sequencing System (Illumina). Library preparation and sequencing were conducted by Macrogen Japan, Inc. (Tokyo, Japan). The sequencing reads were mapped to the *O. longistaminata* genome obtained from the *O.* *longistaminata* Information Resource (http://olinfres.nig.ac.jp/; Reuscher et al., 2018) using HISAT2 (Kim et al., 2019), followed by featureCounts (Liao et al., 2014) for counting reads and edgeR (Robinson et al., 2009) for differential expression analysis. Low expression genes were removed using filterByExpr function of edgeR with the default setting. We obtained the presumed function and MAPMAN BIN code for each gene and the presumed corresponding gene ID of *O. sativa* from Supplemental data 2 of Reuscher et al. (2018). GO analysis was performed using the corresponding *O. sativa* gene ID list with the analysis tool agriGO (http://systemsbiology.cau.edu.cn/agriGOv2/) (Du et al., 2010; Tian et al., 2017).

### Growth analysis

Ramet pairs at a similar growth stage were first grown hydroponically in water for 4 d and subsequently exposed to nitrogen split conditions for 5 weeks in a greenhouse using the hydroponic culture solution with (+N split, 2.5 mM NH_4_Cl) or without (−N split, 0 mM NH_4_Cl) nitrogen. The hydroponic solution was renewed every 3–4 d. Growth changes were analyzed at 7-d intervals by measuring plant height, the number of fully expanded leaves, the number of axillary buds growing more than 1 cm, and the chlorophyll content. The chlorophyll content (SPAD value) was measured with a SPAD-502 Plus Chlorophyll Meter (Konica Minolta, Tokyo, Japan) at the tip, middle, and basal parts of leaves, and the average was taken as the SPAD value. For the controls, both ramets of each pair were fed 2.5 mM NH_4_Cl (+N) or 0 mM NH_4_Cl (−N)-containing hydroponic solution for 5 weeks.

### Phytohormone quantification

Cytokinins were extracted and semi-purified from about 100-mg fresh weight (FW) of root tissues as described previously (Kojima et al., 2009). Cytokinins were quantified using an ultra-performance liquid chromatography (UPLC)-tandem quadrupole mass spectrometer (ACQUITY UPLC System/XEVO-TQXS; Waters Corp.) with an octadecylsilyl column (ACQUITY UPLC HSS T3, 1.8 µm, 2.1 mm × 100 mm, Waters Corp.; Kojima et al., 2009).

### Peptide synthesis

OsCEP1a (DVRHypTNPGHSHypGIGH), OsCEP1b (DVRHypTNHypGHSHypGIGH), OsCEP1c (GVRHypTNPGHSHypGIGH), and OsCEP1d (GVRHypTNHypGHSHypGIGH) were synthesized on a CS 136X synthesizer (CS Bio, Menlo Park, CA, USA) using Fmoc solid phase peptide synthesis chemistry. Hydroxyproline (Hyp) was introduced with Fmoc-Hyp(Boc)-OH purchased from Watanabe Chemical Industries, Ltd. (Hiroshima, Japan). The obtained crude peptides were purified by reverse-phase HPLC on Jasco, Inc. (Tokyo, Japan) preparative instruments with a Jupiter C18 column (5 µm, 300 Å pore size, 21.2-mm internal diameter ×250 mm) (Phenomenex, Torrance, CA, USA), and lyophilized to yield pure peptides.

### Treatment with synthesized CEP1 peptides

Ramet pairs at a similar growth stage were first grown in hydroponic solution for 3 d in a growth chamber (LPH-411PFQDT-SPC, NK System). Some of the root tips (about 3 cm) from both ramets were removed with a razor blade to facilitate uptake of the exogenously supplied CEP1 peptides. Water on the root surface was wiped off with a Kim Towel (Nippon Paper Cresia, Tokyo, Japan). The root from one side of the ramet was immediately submerged into 100 mL of an ammonium solution containing CEP peptides (+CEPs local: 2.5-mM NH_4_Cl, 30 µM of each CEP1a–d). Simultaneously, the root on the other side was submerged in the ammonium solution (systemic: 2.5-mM NH_4_Cl) for the indicated period. For the mock control, the roots of each ramet pair were treated with 2.5-mM NH_4_Cl.

### Phylogenetic analysis

Alignment and phylogenetic reconstructions of Arabidopsis CEPDs and *O. sativa* glutaredoxin family proteins, GRX and GRL. Were performed using the function “build” of ETE3 version 3.1.1 (Huerta-Cepas et al., 2016) as implemented on the GenomeNet (https://www.genome.jp/tools/ete/).

### Statistical analysis

Graphs represent the means ± standard error (se) of biologically independent experiments using independently prepared ramet pairs. The statistical significance was assayed using means a two-tailed Student’s *t* test or Tukey’s honestly significant difference test (*P* < 0.05). The choice of test and the replicate numbers are provided in the corresponding figure legend.

### Accession numbers

RNA-seq data were deposited to the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE182486. CEP1, At1g47485; CEPR1, At5g49660. Other locus IDs of genes (TAIR and RAP-DB) analyzed in this study are shown in Supplemental Figure S4 and Supplemental Tables S8 and S9.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1.** The split hydroponic experimental system for *O. longistaminata* ramet pairs.

**Supplemental Figure S2.** A Venn diagram showing the overlap among genes upregulated in the −N treatment compared to the +N treatment, those upregulated in the −N split treatment compared to +N treatment, and those upregulated in the +N treatment compared to +N split treatment.

**Supplemental Figure S3**. Phylogenetic analysis of Arabidopsis CEPDs (AtCEPD1, AtCEPD2, AtCEDL1, and AtCEPDL2) and *O. sativa* glutaredoxin family proteins, GRX and GRL.

**Supplemental Figure S4**. An alignment of the amino acid sequences used for the phylogenetic analysis in Supplemental Figure S4.

**Supplemental Figure S5**. Expression pattern of *Ol12G001732* and *OlGRXs*.

**Supplemental Figure S6**. Expression of *Ol12G001732* in ramet shoots in response to exogenously supplied CEP1 peptides.

**Supplemental Figure S7**. Transcript abundance of *OlNADH-GOGAT1* in the roots of ramet pairs after a 24-h split treatment as measured by RT-qPCR.

**Supplemental Table S1.** Genes upregulated in the +N split treatment compared to the +N treatment.

**Supplemental Table S2.** Genes upregulated in the +N treatment compared to the −N treatment.

**Supplemental Table S3.** Genes upregulated in the +N treatment compared to the −N split treatment.

**Supplemental Table S4.** Genes upregulated in the −N treatment compared to the +N treatment.

**Supplemental Table S5.** Genes upregulated in the −N split treatment compared to the +N treatment.

**Supplemental Table S6.** Genes upregulated in the +N treatment compared to the +N split treatment.

**Supplemental Table S7.** Cytokinin concentrations in the roots of +N, +N split, −N split, and −N treated ramets.

**Supplemental Table S8.** Gene correspondence between *O. sativa* and *O. longistaminata*.

**Supplemental Table S9.** Primers used for RT-qPCR analysis.

## Supplementary Material

kiac025_Supplementary_Data Click here for additional data file.

# Supplementary material for: Regulation of ammonium acquisition and use in Oryza longistaminata ramets under nitrogen source heterogeneity
**Source:** Plant Physiol. 2022 Feb 4;188(4):2364–76. doi: 10.1093/plphys/kiac025
**Supplement:** kiac025_Supplementary_Data

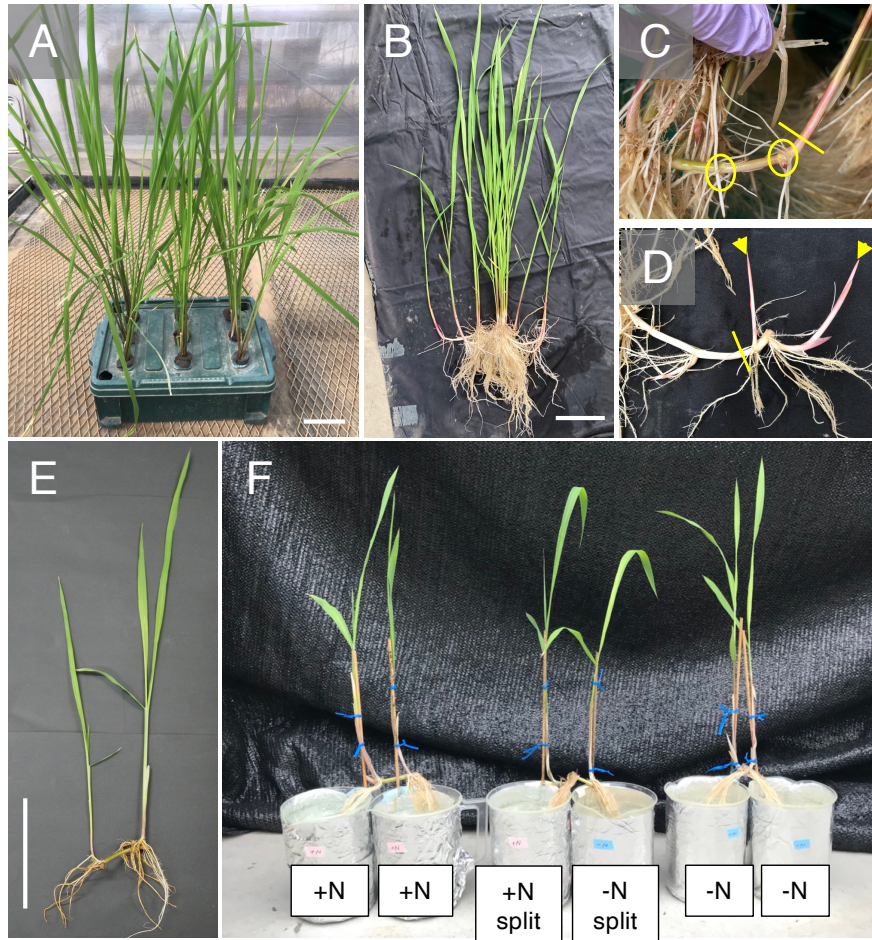

**Supplemental Figure S1.** The split hydroponic experimental system for *O. longistaminata* ramet pairs. A, *O. longistaminata* hydroponic culture. The plants were maintained in a 10 L-container. Scale bar, 10 cm. B, A clonal colony of *O. longistaminata*. Scale bar, 10 cm. C, A rhizome grown in the hydroponic culture. Ovals identify adjacent nodes. The tip of a primary rhizome was cut at the yellow line to induce the outgrowth of secondary rhizomes. D, Growth of secondary rhizomes at adjacent nodes (arrowheads). The pair was excised from the parental colony at the yellow line for further growth. E, A ramet pair grown from adjacent rhizome nodes. Scale bar, 15 cm. F, Split treatments with different nitrogen conditions. Each pot contains 1 L of nutrient solution.

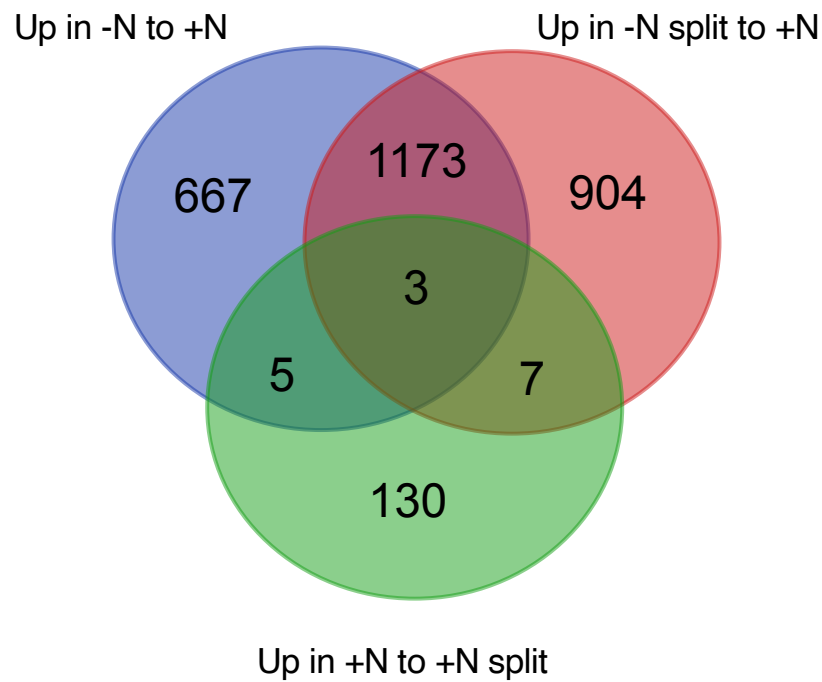

**Supplemental Figure S2.** A Venn diagram showing the overlap among genes up-regulated in the -N treatment compared to the +N treatment (Up in -N to +N), those up-regulated in the -N split treatment compared to +N treatment (Up in -N split to +N), and those up-regulated in the +N treatment compared to +N split treatment (Up in +N to +N split).

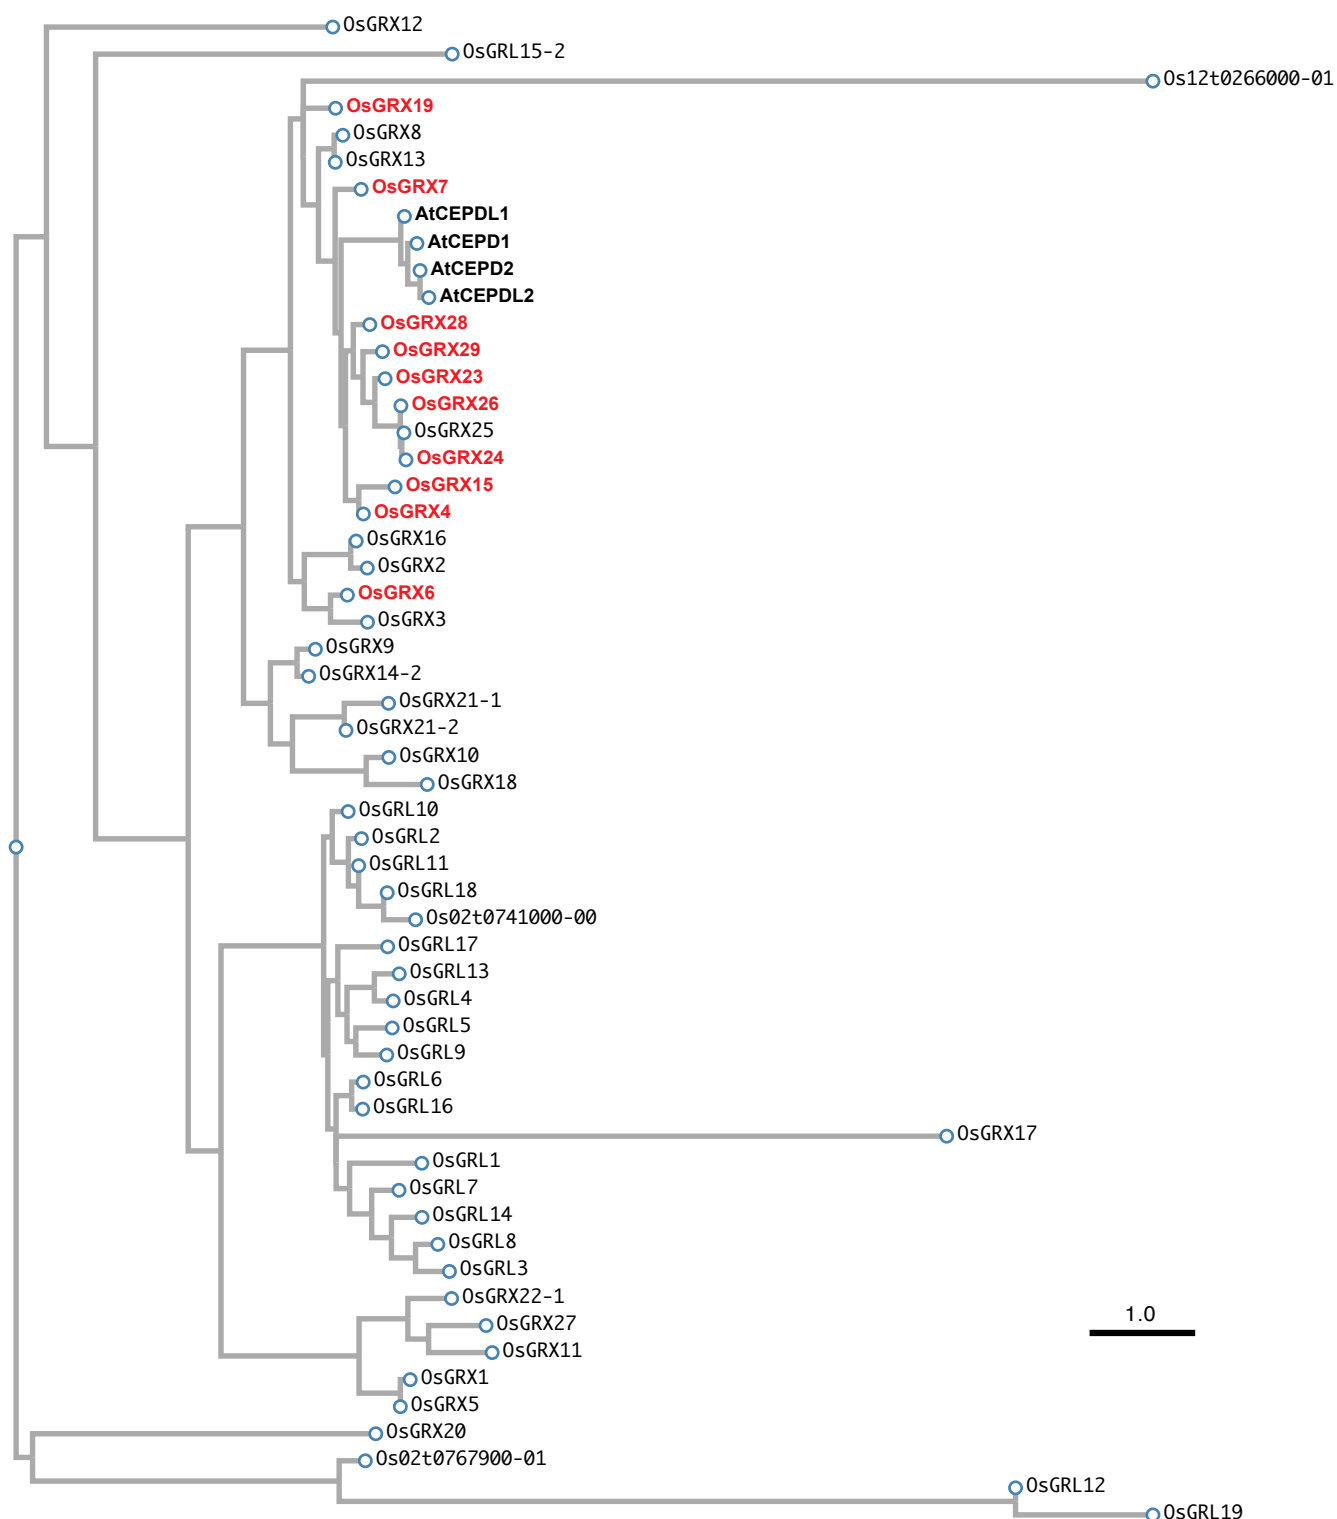

**Supplemental Figure S3.** Phylogenetic analysis of Arabidopsis CEPDs (AtCEPD1, AtCEPD2, AtCEDL1, AtCEPDL1, AtCEPDL2) and *O. sativa* glutaredoxin family proteins, GRX and GRL. Alignment and phylogenetic reconstructions were performed using the function “build” of ETE3 v3.1.1 (Huerta-Cepas et al., 2016) as implemented on the GenomeNet (<https://www.genome.jp/tools/ete/>). An alignment of the amino acid sequences used for this analysis is shown in Supplemental Figure S4. Scale bar, substitution per site.

**Huerta-Cepas J, Serra F, Bork P (2016)** ETE 3: reconstruction, analysis, and visualization of phylogenomic data. *Mol Biol Evol* **33**: 1635–1638

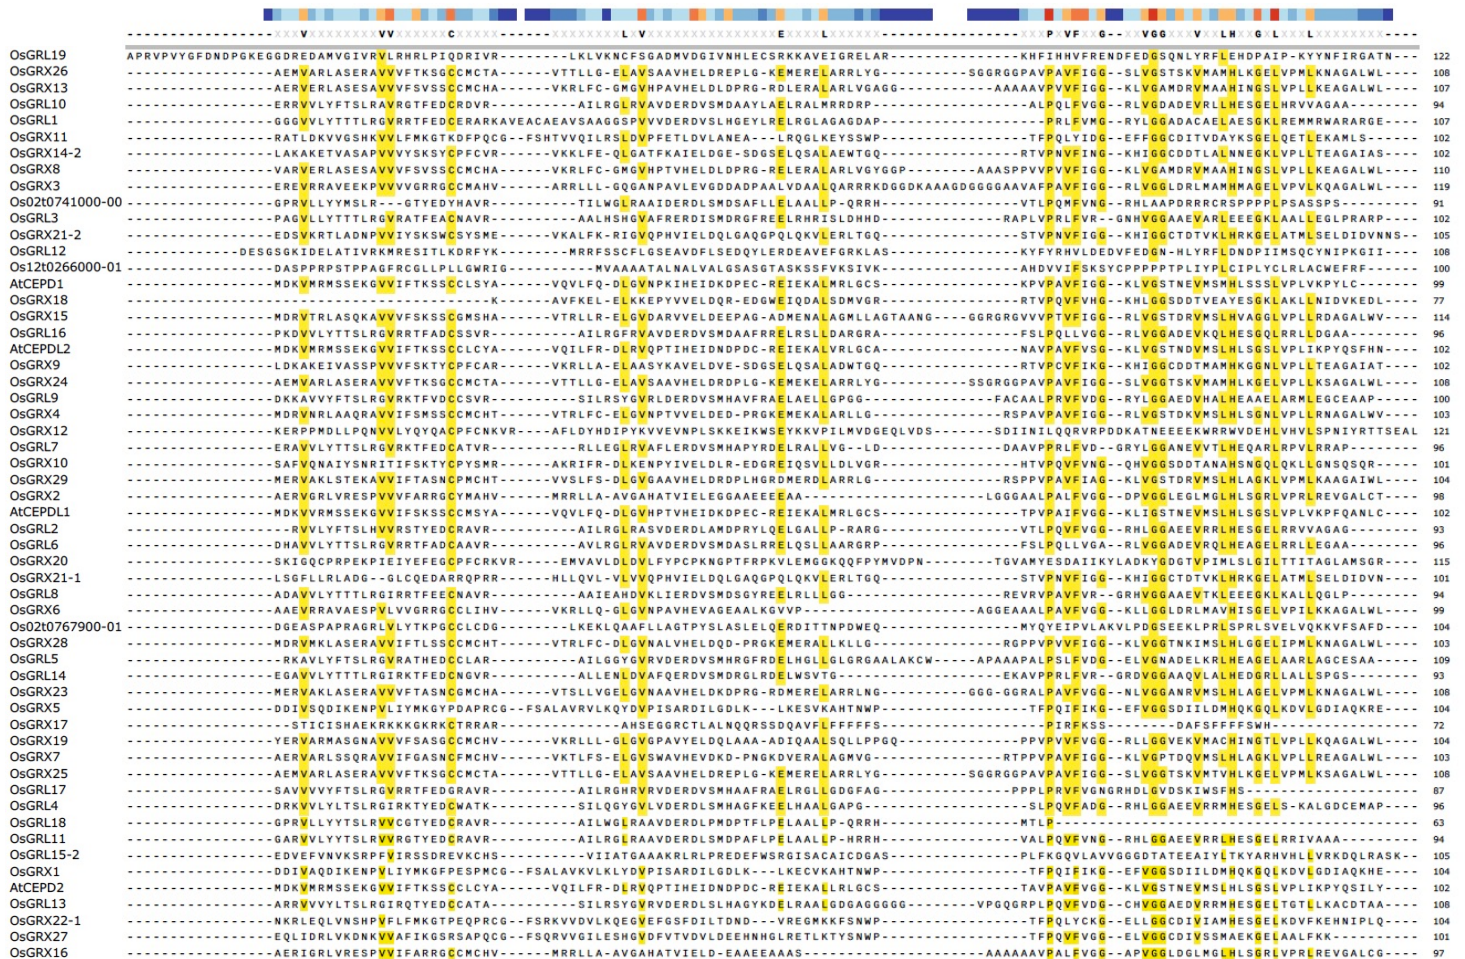

**Supplemental Figure S4.** An alignment of the amino acid sequences used for the phylogenetic analysis in Supplemental Figure S3. AtCEPD1 (At1g06830), AtCEPD2 (At2g47880), AtCEPD1 (At2g30540), AtCEPD2 (At3g62960), OsGRX1 (Os01t0174900), OsGRX2 (Os01t0194600), OsGRX3 (Os01t0241400), OsGRX4 (Os01t0368900), OsGRX5 (Os01t0530400), OsGRX6 (Os01t0667900), OsGRX7 (Os01t0936000), OsGRX8 (Os02t0512400), OsGRX9 (Os02t0618100), OsGRX10 (Os02t0646400), OsGRX11 (Os03t0851200), OsGRX12 (Os04t0244400), OsGRX13 (Os04t0393500), OsGRX14 (Os04t0508300), OsGRX15 (Os05t0149950), OsGRX16 (Os05t0198200), OsGRX17 (Os05t0563900), OsGRX18 (Os06t0659500), OsGRX19 (Os07t0151100), OsGRX20 (Os08t0558200), OsGRX21-1 (Os08t0565800-01), OsGRX21-2 (Os08t0565800-02), OsGRX22 (Os10t0500700), OsGRX23 (Os11t0655900), OsGRX24 (Os11t0656000), OsGRX25 (Os11t0656400), OsGRX26 (Os11t0656700), OsGRX27 (Os12t0175500), OsGRX28 (Os12t0538600), OsGRX29 (Os12t0538700), OsGRL1 (Os01t0235900), OsGRL2 (Os01t0829400), OsGRL3 (Os02t0102000), OsGRL4 (Os02t0748800), OsGRL5 (Os03t0170800), OsGRL6 (Os03t0356400), OsGRL7 (Os03t0648800), OsGRL8 (Os04t0412800), OsGRL9 (Os04t0641300), OsGRL10 (Os05t0353600), OsGRL11 (Os05t0471350), OsGRL12 (Os06t0224200), OsGRL13 (Os06t0226100), OsGRL14 (Os07t0159900), OsGRL15 (Os07t0657900), OsGRL16 (Os07t0659900), OsGRL17 (Os08t0171333), OsGRL18 (Os08t0554699), OsGRL19 (Os10t0482900), Os02t0741000-00, Os02t0767900-01, Os12t0266000-01. Highly conserved amino acid residues are highlighted in yellow.

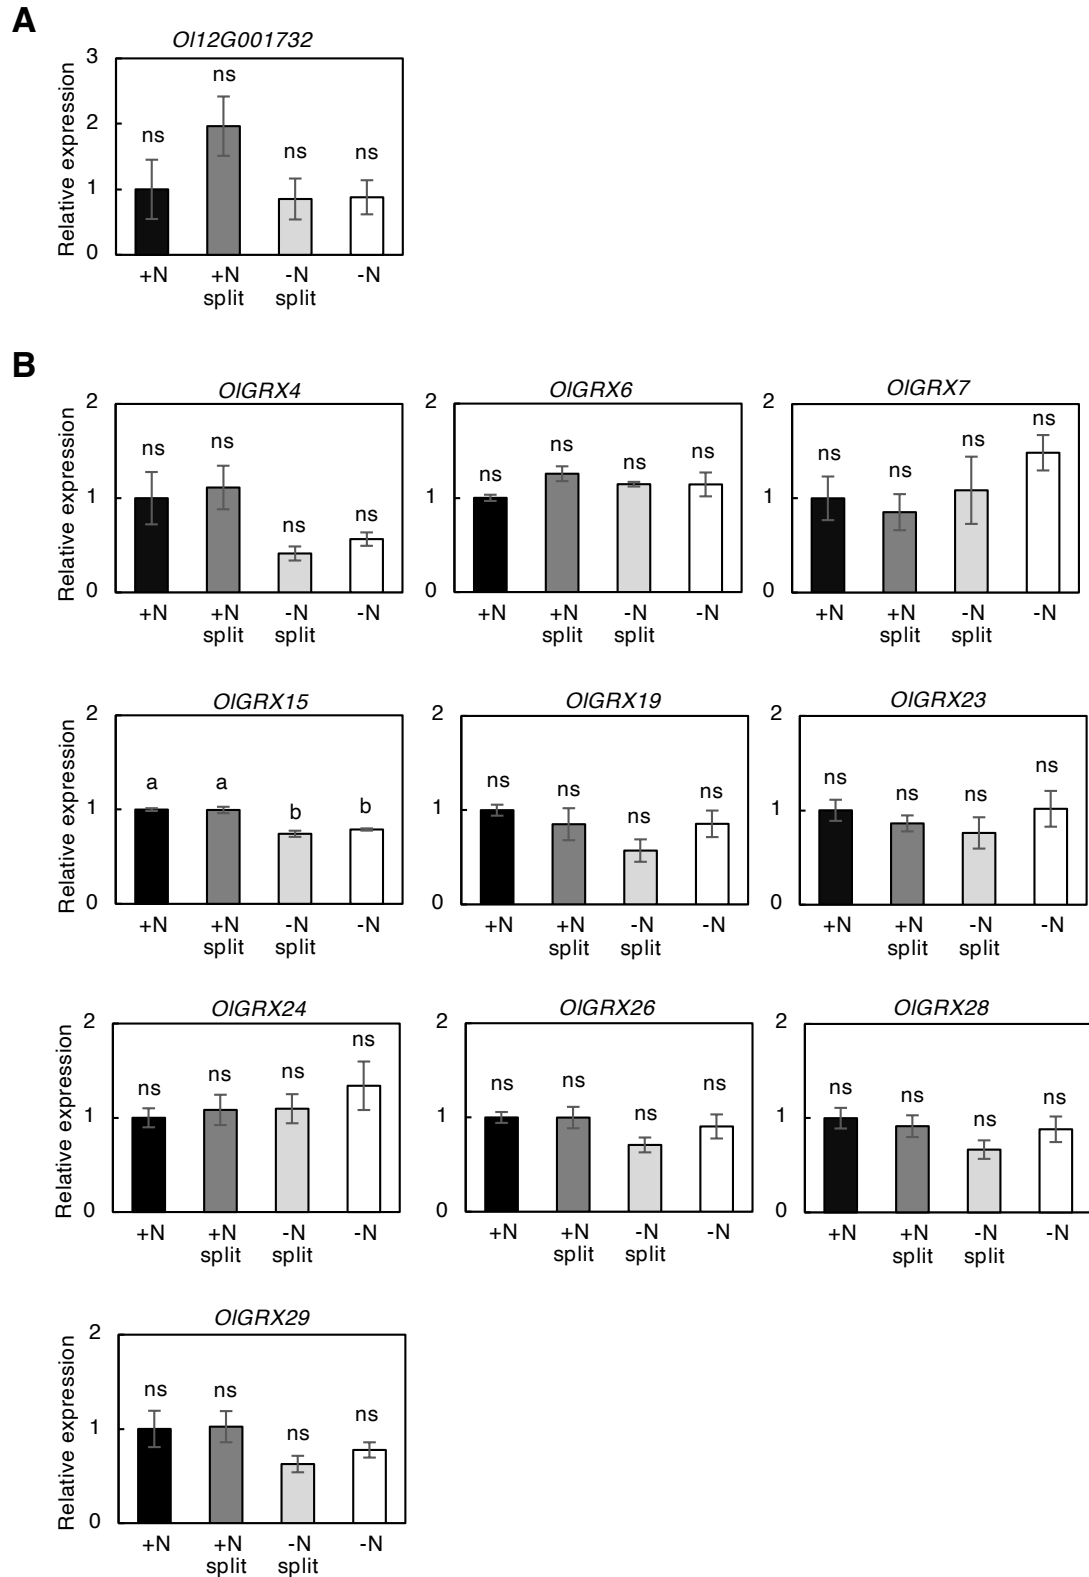

**Supplemental Figure S5.** Expression patterns of *OI12G001732* and *OIGRXs*. A, Expression pattern of *OI12G001732*, the closest homolog of Arabidopsis *CEPR1*. B, Expression pattern of *OIGRXs*, homologs of Arabidopsis *CEPDs*, in the shoots of ramet pairs after a 24-h split treatment. The expression level of each gene normalized by *TBC* is expressed relative to that of the +N treatment defined as 1. Error bars represent the SE of values for biological replicates ( $n = 3$  or  $4$ ). Different lowercase letters at the top of each column denote statistically significant differences by Tukey's honestly significant difference test (HSD) ( $p < 0.05$ ). ns, not significant.

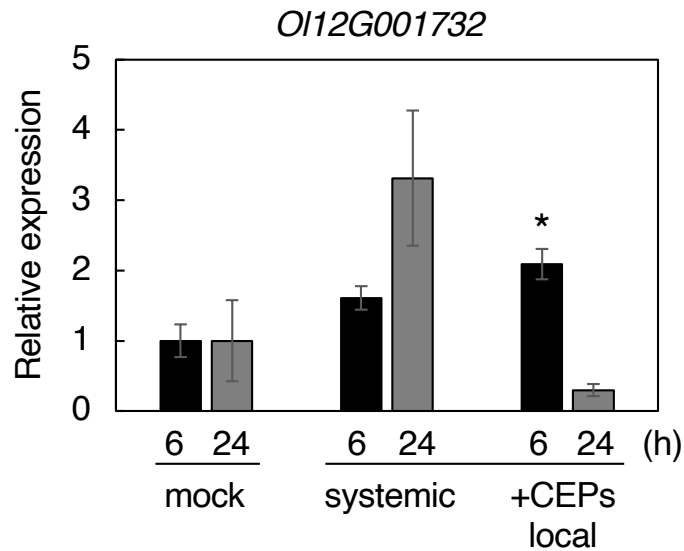

**Supplemental Figure S6.** Expression of *O12G001732* in ramet shoots in response to exogenously supplied CEP1 peptides. The CEP1 peptide mix was applied to the roots of one ramet pair. Gene expression was measured in shoots from the local (+CEP local) and systemic side (systemic) after 6 and 24 h treatment. The expression level of *O12G001732*, normalized by *TBC*, is expressed relative to that of the +N mock treatment defined as 1. Error bars represent the SE of values for biological replicates (n = 3 or 4). \* $p < 0.05$  (Student's t-test) compared to the corresponding mock treatment.

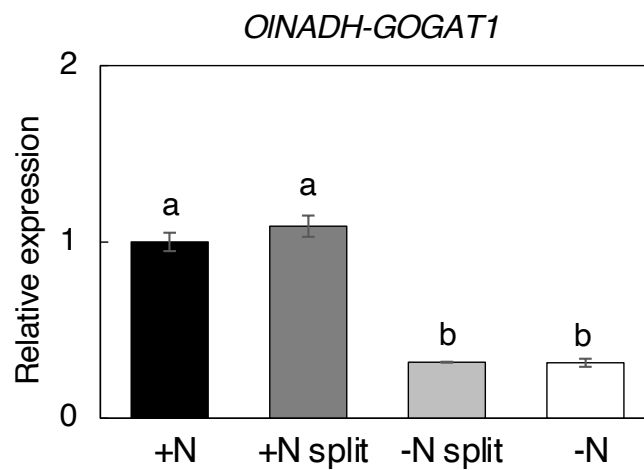

**Supplemental Figure S7.** Transcript abundance of *OINADH-GOGAT1* in the roots of ramet pairs after a 24-h split treatment as measured by RT-qPCR. The expression level of each gene, normalized by *TBC*, is expressed relative to that of the +N treatment defined as 1. Error bars represent SE of values for biological replicates ( $n = 3$  or  $4$ ). Different lowercase letters at the top of each column denote statistically significant differences by Tukey's honestly significant difference test (HSD) ( $p < 0.05$ ).

How the deposited data were processed for this re-analysis (not part of the article)

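Root RNA of *O. longistaminata* ramet pairs was sequenced in 4 groups of 3 libraries, +N, +N split, −N split and −N. The authors made mRNA libraries, mapped the reads with HISAT2, counted them per gene model with featureCounts, and deposited a table of unnormalized counts with a column per library. The authors also deposited log2 CPM for each library. These log2 values were checked against the counts and equal those that edgeR gives with a prior count of 2 and no TMM scaling, so only the counts were tested. Versions of the aligner and the counter, the strand setting and the treatment of read pairs are not given in the sources used here. No genome was used here, and genes are named by the identifiers in the files and by the names and descriptions in the supplementary tables. The counts name transcripts and the supplementary tables name genes by the same number, and they were joined on that number.

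The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its default setting (minimum count 10, minimum total count 15). Between 39071838 and 56252511 reads were counted per library, and the alternatives show how far depth limits the counts of genes. The TMM factors lay between 0.922 and 1.07, and the 10 most abundant genes took 3.40% to 6.43% of the counts of a library. A mean per group was fitted with glmQLFit, and 5 comparisons and the difference between split and uniform pairs were tested with glmQLFTest and Benjamini-Hochberg adjustment over the genes tested. Standard errors come from the fitted coefficients. Normalized expression is given as TMM-scaled CPM. Gene sets were tested with camera and fry in limma 3.58.1 on log CPM with voom weights, two-sided, with Benjamini-Hochberg adjustment over the sets or over all lists and comparisons. The adjustment was added after the unadjusted values were seen.

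The pipeline was tested on a single set of simulated counts with 200 changed genes between +N split and +N, drawn from the means, dispersions and library sizes of the real libraries. In this comparison, the quasi-likelihood test on all libraries ran on 24849 genes and recovered 71% of the changed genes, and 6.58% of its calls were unchanged genes. Since comparisons share the +N libraries, correlations and overlaps between them were set against 20 simulations of unchanged groups.

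The design, the alternatives and the rule for naming genes were fixed before the data were examined. The alternatives were DESeq2 size factors in place of TMM, the DESeq2 1.42.0 Wald test, edgeR's likelihood ratio test, edgeR's exact test and its quasi-likelihood test on the 6 libraries compared, no filter, a filter of at least 1 CPM in 3 libraries, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, and a change of at least 2-fold. Another exact test, with common and tagwise dispersions, and the thinning of every library to the smallest total were added after the data were seen. Named genes are those to which the text or the readable supplementary tables give both a name and an identifier, whose published values had been seen, and, in each comparison, the 2 higher and the 2 lower genes with the smallest p among those called without overlap between the groups. Gene lists for glycolysis, nitrogen assimilation and amino acid synthesis, nitrate reductase, protein kinase, and low oxygen and fermentation were taken from the descriptions in Supplemental Table S1 after its values were seen.

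The copy of Supplemental Table S1 used here holds all 416 genes, and that of Supplemental Table S4 holds 991 of the 1848 genes the paper gives for it. Those of Supplemental Tables S2 and S3 hold 1998 genes each and leave out 364 and 779 lines, no gene of Supplemental Table S5 was read, and Supplemental Tables S6 to S9 were not used here, so a gene without a description in the tables used here may have one in the parts not read. No set or overlap test was run on a table read in part. The RT-qPCR, tracer, amino acid, cytokinin and growth measurements, the shoot samples and the gene ontology annotation were not analysed here.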

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

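Of the tests in this part, the regrouping of the libraries was planned, and the tests of library size and of scaling were chosen after the result was seen.

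The difference between supplied and deprived roots, here called the nitrogen response, was not the same in split and in uniform pairs. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1397 genes had a different nitrogen response in the 2 kinds of pairs, 911 with a more positive and 486 with a more negative response in split pairs. In 432 of them the response had the same direction and was larger in split pairs, in 93 it was smaller, and in 872 the fold changes had opposite signs. Both responses were called in 308 genes, and in 131 of these with opposite signs. In its RNA sequencing data the paper compares each group with +N and does not report this test.

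When split and uniform labels were regrouped within the supplied and within the deprived libraries, 1 of 100 regroupings, drawn from 200 and with the real one included, called as many genes. The next largest called 419, which argues against chance. The regrouping moved supplied and deprived libraries separately, so a link between the roots of a split pair was not kept. After thinning of every library to the smallest total 1356 genes were called, which argues against library size as the whole cause. With DESeq2 size factors in place of TMM 1408 genes were called. This change of scaling moved the median log2 fold change of all genes by at most 0.0208. Since the scalings were so close, the change cannot decide whether a few abundant genes acted through the scaling, and this stays open. The number of genes called depended on single libraries. It was 921 without +N split replicate 2, 924 without −N split replicate 2 and 910 without −N replicate 3. A candidate explanation is that the supply of the partner root changes expression in a root. The contrast sums the effects of the partner's supply in supplied and in deprived roots. It cannot tell whether the partner's supply changes how a root responds to its own ammonium. Differences between the ramet pairs given split and uniform supply other than their supply, bias from gene length, GC content or reads shared between gene copies, and reads of another organism were not tested.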

How the results depend on the processing

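The exact test with tagwise dispersions and the thinning of the libraries were added after the data were seen.

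The number of genes called between +N split and +N roots depended most on the processing. Against 170 higher and 26 lower genes in the joint fit, the DESeq2 Wald test called 568 and 231, edgeR's likelihood ratio test 407 and 175, its exact test on 6 libraries 442 and 119, and the exact test with tagwise dispersions 416 and 145. The quasi-likelihood test on 6 libraries called 4 lower. At an adjusted p under 0.01 there were 6 higher and, by edgeR's quasi-likelihood test, 0 lower genes, where 1499 lower genes had an unadjusted p under 0.05. With at least a 2-fold change there were 50 and 5. With each of the 6 libraries of +N split and +N roots left out in turn the counts ranged from 6 to 116 and from 0 to 39, and with a −N split or −N library left out they ranged from 136 to 179 and from 10 to 23, the lowest number of lower genes without −N replicate 1. Among the 6 libraries, the higher genes numbered 57 without +N replicate 1, 7 without +N replicate 3, 31 without +N split replicate 2 and 6 without +N split replicate 3, and the lower genes 12 without +N replicate 2, 2 without +N replicate 3, 14 without +N split replicate 1, 1 without +N split replicate 2 and 0 without +N split replicate 3. Where 0 lower genes were called by edgeR's quasi-likelihood test, 1096 had an unadjusted p under 0.05. Of the 170 genes, 170 were also called by the Wald test, 170 by the likelihood ratio test, 167 by the exact test, 111 by the quasi-likelihood test on 6 libraries, 7 without +N replicate 3 and 6 without +N split replicate 3. Fewer libraries leave fewer residual degrees of freedom. Why these particular libraries had the largest effect was not tested.

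The overlap of these genes with those higher in +N than in a deprived root, 131 in the joint fit, was 366, 276, 309 and 295 in the Wald, likelihood ratio, exact and tagwise exact tests, 6 at an adjusted p under 0.01, 39 with at least a 2-fold change and 5 to 146 with any of the 12 libraries left out (37 without +N replicate 1, 87 without +N replicate 2, 5 without +N replicate 3, 27 without +N split replicate 2 and 6 without +N split replicate 3). The overlap of genes lower in +N split with those higher in a deprived root, 6 in the joint fit, was 45, 27, 14 and 15 in the same tests, 1 by quasi-likelihood on 6 libraries, 0 at an adjusted p under 0.01, 0 with at least a 2-fold change and 0 to 8 with any of the 12 libraries left out (2 without +N replicate 1, 2 without +N replicate 2, 0 without +N replicate 3, 2 without +N split replicate 1, 1 without +N split replicate 2, 0 without +N split replicate 3, 3 without −N split replicate 2 and 3 without −N replicate 1). The number of the 18 named genes called between +N split and +N ranged from 2 to 13 with a library of these groups left out, and was 6 without +N replicate 1, 2 without +N replicate 3, 7 without +N split replicate 2 and 2 without +N split replicate 3.

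Between −N split and −N roots, where the joint fit called 317 higher and 684 lower genes, the Wald test called 678 and 1202, the likelihood ratio test 548 and 1028, the exact test 588 and 1048, and the tagwise exact test 551 higher genes. At an adjusted p under 0.01 there were 76 and 286, with at least a 2-fold change 65 and 323, and with a library of these groups left out 97 to 278 and 370 to 718. The higher genes numbered 122 without −N split replicate 2, 204 without −N split replicate 3, 97 without −N replicate 1 and 157 without −N replicate 3, and the lower genes 399 without −N split replicate 2, 420 without −N split replicate 3, 370 without −N replicate 1 and 408 without −N replicate 3. The number of genes with a different nitrogen response in split pairs was 2352 with the Wald test, 599 at an adjusted p under 0.01, 736 with at least a 2-fold change and 910 to 1375 with any of the 12 libraries left out (921 without +N split replicate 2, 924 without −N split replicate 2 and 910 without −N replicate 3).

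The larger comparisons changed less with the tool. At an adjusted p under 0.01 the higher and lower genes numbered 989 and 1393 in −N against +N, 1233 and 1557 in −N split against +N, and 2455 and 2380 in +N split against −N split. With at least a 2-fold change they numbered 411 and 980, 476 and 1206, and 1554 and 761. The genes higher in both deprived roots numbered 623 and 250 under these settings, and 939 to 1703 with a +N, −N or −N split library left out (1007 without +N replicate 2 and 939 without +N replicate 3). Genes higher in −N split than in +N ranged from 1795 to 2918 with a library of these groups left out (1795 without +N replicate 3). Stricter thresholds call fewer genes by construction, and the cause of the other changes was not tested.

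No named gene changed its direction past a threshold under any setting. Of 42 values of named genes, 39 kept their side of the threshold in the Wald test, 39 in the likelihood ratio test, 37 in the exact test and 38 in the quasi-likelihood test on 6 libraries. With a library of the groups compared left out, 59 calls were lost and 193 values kept their side. Depth limited the counts little, since thinning to the smallest library gave 171 and 28 genes between +N split and +N. DESeq2 size factors shifted the median log2 fold change of all genes by at most 0.0208.

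The replicate numbers were not taken to pair the libraries, since the sources used here do not say that a number marks a shared batch or plant and the correlations of the deviations of same-numbered libraries from their group means were not above 0.1 throughout (−0.258 to 0.441 over all pairs of groups). They were 0.387, 0.0308 and 0.333 for replicates 1, 2 and 3 of +N with +N split, and for replicate 3 they were above 0 in all 6 pairs of groups, from 0.0700 to 0.441, so a shared deviation of the libraries numbered 3 stays open. With the replicate number as a block, 150 genes were higher and 13 lower in +N split than in +N, with 128 of the higher genes shared with the joint fit without the block, and 1602 had a different nitrogen response in split pairs.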

Differences from the paper's values

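The paper gives 416 genes upregulated in +N split compared to +N roots, and 170 were called here. Of the alternatives set before the data were examined, the DESeq2 Wald test (568), edgeR's likelihood ratio test (407) and its exact test on 6 libraries (442) came within 1.5-fold of the paper's number, and the other scaling, filters, thresholds, block, 6-library quasi-likelihood test and left-out libraries did not. The paper writes out in words its number of genes higher in +N than in +N split roots, and 26 were called here. The likelihood ratio test (175) and the exact test (119) came within 1.5-fold of that number, and no other of these alternatives did, the Wald test included (231).

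Of the upregulated genes, the paper gives 295 that overlap with genes higher in +N than in a deprived root, and 131 did here. The Wald (366), likelihood ratio (276) and exact (309) tests came within 1.5-fold, and the other alternatives set beforehand did not. The paper's 110 genes in the overlap with both deprived roots compare with 65 here (161, 118 and 119 in these tests), and the paper's 179 genes in the overlap with −N split only compare with 65 (201, 156 and 186). All of these values are within 1.5-fold of the paper's, and those of the other alternatives set beforehand are not. For the overlap with −N only, the paper gives 6 and 1 was found here, with 4 in the Wald test and 4 in the exact test within the range and the others set beforehand outside it. For the genes lower in +N split and higher in a deprived root, the paper gives 15 and 6 were found here, and of those set beforehand the exact test alone came within 1.5-fold (14).

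An exact test on 6 libraries with common and tagwise dispersions, chosen after seeing the values, gave 416 and 145 genes and overlaps of 295, 110, 179, 6 and 15, equal to the paper's numbers, and dropped 0 of the genes in Supplemental Table S1. Its log2 fold changes differed from those of the table by at most 4.97e-06, and its log10 adjusted p values by at most 1.99e-06. Against +N roots it also gave the paper's 2361 lower and 1848 higher genes in −N roots. In −N split roots it gave the paper's 2776 lower and 2087 higher genes, with 1176 higher in both. The paper's text does not name its edgeR test, and these matches point to this one. The log2 fold changes of the quasi-likelihood fit differed from those the paper gives for 19 named genes by at most 0.0083.

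The paper lists *OlGS1;2*, *OlPPC4* and the ammonium transporter gene OL02G002258 among the upregulated genes. Here their adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0941, 0.074 and 0.0552, with log2 fold changes of 0.66, 0.74 and 1.42. The other 15 of the 18 named genes were called upregulated. All 3 were called by the Wald test, the likelihood ratio test, the planned exact test and, chosen after seeing the values, the exact test with tagwise dispersions. OL02G002258 was also called without a filter and by the quasi-likelihood test on 6 libraries. By RT-qPCR, which was not analysed here, the paper also reports higher *OlGS1;2*, *OlAMT1;2* and *OlAMT1;3* in +N split than in +N roots.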

Other observations

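Of the tests in this part, the splits of the libraries and the test of the genes of +N split roots as a set in the deprived roots were planned. The tests of the label of −N replicate 1, of library size, of the low-oxygen genes and of the exact test with tagwise dispersions were chosen after the results were seen.

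In its RNA sequencing data the paper compares both deprived roots with +N and does not report their direct comparison, which it makes by RT-qPCR for single genes. In −N split compared to −N roots, which both received 0 mM, 317 genes were higher and 684 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4384 genes had an unadjusted p under 0.05. The lowest p among higher genes was that of OL05G000437, described as peroxidase 5 (log2 fold change 1.13, adjusted p = 0.00034, edgeR), followed by OL12G000535 without a description (0.88, adjusted p = 0.000411, edgeR). Among lower genes it was that of OL06G002570, of unknown function (−1.84, adjusted p = 5.95e-06, edgeR), and unmappedContigsG000105 (−1.90, adjusted p = 5.95e-06, edgeR). The last pair of gene models had nearly equal expression in every group, and whether they are copies that share reads was not tested. The higher and lower genes numbered 97 and 370 without −N replicate 1, 157 and 408 without −N replicate 3, 122 and 399 without −N split replicate 2, and 204 and 420 without −N split replicate 3. After thinning to the smallest library 1005 genes were called in both directions together, which argues against library size as the whole cause. Between the roots of split pairs 3892 genes were higher on the +N side and 4192 lower. Which side had more genes changed with the setting, since 4117 were higher and 3890 lower with DESeq2 size factors, 4562 and 4315 by the Wald test, and 1554 and 761 with at least a 2-fold change. In the joint fit the second lowest p among the higher genes was that of OL03G000581, an alanine aminotransferase (log2 fold change 4.80, adjusted p = 3.16e-08, edgeR).

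For each of the 5 comparisons of 3 libraries with 3, 1 of 10 splits called as many genes, the real split itself. Chance cannot be excluded this way, since 10 splits cannot give a share under 0.1. The largest number called by another split was 3 genes. In 20 simulations of unchanged groups, a mean of 0.65 and at most 3 genes were called over 4 of these comparisons together, without that of +N split with −N split roots. These counts were drawn independently from the fitted dispersions, so they show the calls of the test under its own model and not how real libraries group.

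If the split set-up itself changed gene expression alike in both roots of a pair, genes higher in +N split than in +N would also be higher in −N split than in −N roots. These comparisons share no library. As a set, the 170 genes had a median log2 fold change of −0.592 in −N split compared to −N roots on the scale of the voom fit, with 160 genes below 0 (camera in limma, adjusted p = 5.18e-62). The direction held in fry (adjusted p = 6.56e-05, limma) and with an estimated correlation between genes (adjusted p = 0.00622, limma), and over all alternatives the adjusted p ranged from 5.34e-69 to 0.00622. With the set chosen on the 6 libraries alone the median was −1.01, and with a −N split or −N library left out it lay between −0.658 and −0.563. The 26 genes lower in +N split roots moved the other way, with a median of 0.343 (adjusted p = 2.9e-07 in camera of limma, 0.000833 in fry and 0.0215 with an estimated correlation, and from 9.01e-08 to 0.0215 over all alternatives). This argues against a shared effect of the set-up. The partner root received ammonium in the +N and −N split groups and none in the +N split and −N groups. A candidate explanation is that the partner's supply lowers the 170 genes and raises the 26 in both the supplied and the deprived root. Other explanations were not tested.

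Across the 25005 genes, which are not independent replicates, the log2 fold changes of +N split against +N had a Pearson correlation of 0.286 with those of −N against +N and of 0.0426 with those of −N split against +N. With unchanged groups the shared +N libraries gave means of 0.497 and 0.5 in 20 simulations. Changes in deprived roots unrelated to those in +N split roots would also lower the correlation. The lower observed values therefore do not show an opposing response. For −N with −N split, both against +N, the correlation was 0.732, against 0.501 in the simulations. For +N split against +N with −N split against −N, which share no library, it was −0.327, against 0.00534.

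Supplemental Table S1 holds 10 genes described as alcohol dehydrogenase, pyruvate decarboxylase, plant cysteine oxidase, sucrose-cleaving enzyme or DUF1637 protein, a list of low oxygen and fermentation chosen after the values in that table were seen. The list was not checked against a root grown at low oxygen. Its median log2 fold change in +N split compared to +N roots was 1.25, with 5 genes called, which its choice on these libraries favours. In −N compared to +N roots the median was 0.40, with 3 genes higher and 1 lower, and in −N split compared to +N it was −1.81, with 10 lower. Relative to the +N mean, the medians per library were −0.06, 0.25 and −0.12 in +N, 1.09, 1.20 and 1.51 in +N split, −2.03, −1.86 and −1.53 in −N split and 0.35, 0.01 and 0.63 in −N roots.

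In −N split compared to −N roots, libraries that took no part in choosing the list, the median was −2.34 with 8 of the genes called lower, and it stayed between −2.50 and −2.21 with each of these libraries left out. Both roots had received no ammonium, so a response to the root's own ammonium alone is argued against, as is an effect of the set-up shared by both roots, since 10 of the genes lay below 0. The choice of the genes does not account for it (fry in limma, adjusted p = 6.22e-05), nor does library size (median −2.32 after thinning). A candidate explanation is that split supply shifts fermentation between the roots of a pair. Oxygen in the pots is not given in the sources used here and was not tested. Reads shared between copies of these genes were not tested.

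The other lists from the descriptions in Supplemental Table S1 had median log2 fold changes of −0.62 (glycolysis), −1.01 (nitrogen assimilation and amino acid synthesis), −0.54 (nitrate reductase) and 0.14 (protein kinase) in −N compared to +N roots, and of −0.55, −0.45, −1.30 and −0.44 in −N split compared to −N roots. No explanation was tested for these.

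The treatment text of −N replicate 1 describes the split treatment. On genes called between −N split and −N without it, on a scale where 0 is the mean of −N split and 1 that of the other −N libraries, −N replicate 1 lay at 1.11. The other −N libraries, placed the same way, lay at 0.616 and 1.01, and the −N split libraries at 0.314, 0.104 and 0.112. This argues against a −N split library under a −N title. A library exchanged with another source was not tested.

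The exact test with tagwise dispersions called 263 higher and 123 lower genes in +N split roots that the quasi-likelihood test did not call. More than 50% of the normalized reads of a gene came from a single library in 3.42% of these higher genes and in 22.8% of these lower genes, against 0.5% of all genes tested. Of the genes that both tests called, it was 0% of 153 higher and 13.6% of 22 lower genes, so such reads are not specific to the lower genes of the exact test alone. Reads concentrated in a single library are argued against as the cause for most genes that the exact test alone called. In the simulated counts, 28.6% of the calls of the tagwise exact test were unchanged genes (63 of 220), and it recovered 78.5% of the changed genes on 24490 genes tested. The quasi-likelihood test on the same 6 libraries made 4.51% such calls and recovered 63.5%, and DESeq2 made 21% and recovered 81%. Part of the additional calls may therefore come from the test, as a hypothesis from a single simulated set, and the share in the real libraries was not measured.

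*Ol12G001732*, which the paper names as a homolog of CEPR1 and reports in shoots, had log2 fold changes in roots of −0.02 in +N split (adjusted p = 0.976), −0.44 in −N (adjusted p = 0.043) and −0.42 in −N split (adjusted p = 0.0467) compared to +N, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call in −N roots was lost without +N replicate 2, +N replicate 3, −N replicate 1 or −N replicate 3 (adjusted p from 0.112 to 0.149, edgeR), and that in −N split roots without +N replicate 2, +N replicate 3, −N split replicate 1 or −N split replicate 2 (adjusted p from 0.107 to 0.16, edgeR).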
